# *WUSCHEL-RELATED HOMEOBOX4* acts as a key regulator in early leaf development in rice

**DOI:** 10.1371/journal.pgen.1007365

**Published:** 2018-04-23

**Authors:** Yukiko Yasui, Yoshihiro Ohmori, Yumiko Takebayashi, Hitoshi Sakakibara, Hiro-Yuki Hirano

## Abstract

Rice (*Oryza sativa*) has long and narrow leaves with parallel veins, similar to other grasses. Relative to *Arabidopsis thaliana* which has oval-shaped leaves, our understanding of the mechanism of leaf development is insufficient in grasses. In this study, we show that *OsWOX4*, a member of the *WUSCHEL-RELATED HOMEOBOX* gene family, plays important roles in early leaf development in rice. Inducible downregulation of *OsWOX4* resulted in severe defects in leaf development, such as an arrest of vascular differentiation, a partial defect in the early cell proliferation required for midrib formation, and a failure to maintain cellular activity in general parenchyma cells. In situ analysis showed that knockdown of *OsWOX4* reduced the expression of two *LONELY GUY* genes, which function in the synthesis of active cytokinin, in developing vascular bundles. Consistent with this, cytokinin levels were downregulated by *OsWOX4* knockdown. Transcriptome analysis further showed that *OsWOX4* regulates multiple genes, including those responsible for cell cycle progression and hormone action, consistent with the effects of *OsWOX4* downregulation on leaf phenotypes. Collectively, these results suggest that *OsWOX4* acts as a key regulator at an early stage of leaf development. Our previous work revealed that *OsWOX4* is involved in the maintenance of shoot apical meristem in rice, whereas *AtWOX4* is specifically associated with the maintenance of vascular stem cells in *Arabidopsis*. Thus, the function of the two orthologous genes seems to be diversified between rice and *Arabidopsis*.

## Author summary

Leaves are major photosynthetic organs in plants, and their sizes and shapes are diverse in angiosperms. Proper leaf development is crucial not only for plant body plan but also for efficient photosynthesis. Similar to other grasses, rice has long and narrow leaves with parallel veins, which are distinct from *Arabidopsis* leaves. Our understanding of the mechanism underlying leaf development in rice, in particular cell proliferation and differentiation in early development, is insufficient relative to *Arabidopsis*. Members of the *WUSCHEL-RELATED HOMEOBOX* (*WOX*) gene family play essential roles in plant development, such as stem cell maintenance in the shoot and root apical meristems and regulation of the leaf margin specification. In this study, we show that *OsWOX4* regulates not only tissue differentiation but also cellular activity in early leaf development. *OsWOX4* seems to promote vascular differentiation through the action of a plant hormone, cytokinin, and cell proliferation responsible for midrib formation. These results suggest that *OsWOX4* acts as a key regulator at an early stage of leaf development.

## Introduction

Proper leaf development in plants is crucial not only for their body plan but also for efficient photosynthesis. Plants are sessile organisms that evolve morphological leaf traits by optimization to their respective natural habitats. Leaves are initiated at the flank of the shoot apical meristem (SAM), which harbors a group of stem cells at its apical region [1]. Next, leaf primordia start growing out via cell proliferation, and differentiate into several types of tissue [2]. Leaves are diverse in their shapes and venation patterns in angiosperms. The molecular mechanism of leaf development has been well studied in *Arabidopsis thaliana*, which has oval-shaped leaves with reticulated veins [3]. By contrast, our understanding of leaf development in monocots such as grasses, which have long and narrow leaves with parallel veins, remains limited despite their agronomic importance. In particular, there is less information about the key genes that regulate early leaf development including cell proliferation and tissue differentiation in leaf primordia.

*WUSCHEL-RELATED HOMEOBOX* (*WOX*) genes, which encode plant-specific transcription factors, have important functions in various developmental processes, such as stem cell maintenance, embryogenesis and leaf development [4–9]. In *Arabidopsis* leaf development, *WOX3* and *WOX1* are required for margin development and lateral outgrowth of the leaf blade [10, 11], whereas *WOX4* is involved in maintaining vascular stem cells [12]. In grasses, rice *NARROW LEAF2* (*NAL2*) and *NAL3* and maize *NARROW SHEATH1* (*NS1*) and *NS2*, which encode proteins closely related to *Arabidopsis* WOX3, are involved in leaf margin development, because *nal2 nal3* and *ns1 ns2* double mutants result in narrow leaf phenotypes [13–15]. Thus, genes in the WOX3 clade seem to be functionally conserved in eudicots and monocots. However, functional diversification of other *WOX* genes has been observed. For example, *WUSCHEL* (*WUS*) plays a crucial role in stem cell maintenance in *Arabidopsis* [16–18], whereas its rice ortholog *TILLERS ABSENT1* (*TAB1*) does not have this function but instead is required for initiation of the axillary meristem [19]. In rice, meristem maintenance is regulated by *OsWOX4*, the ortholog of *Arabidopsis WOX4* (*AtWOX4*) [20]. Thus, clarification of the function of the respective *WOX* genes is essential to elucidate the developmental mechanism of each species, in addition to understanding the functional diversification of the *WOX* genes in angiosperm evolution.

In rice, large and small vascular bundles run in parallel in the lateral region of the leaf blade and leaf sheath. These two types of vascular bundle differ in both size and in their tissue organization; for example, a specific tissue called the “mestome sheath” is differentiated in the large bundle [21, 22]. As compared with small vascular bundles, large vascular bundles initiate earlier in leaf primordia, suggesting that the mechanism regulating the timing of initiation differs for the two types of bundle. A few genes, such as *OsHOX1* and *OsPINHEAD/OsZWILLE* (*OsPNH1/OsZLL*), are reportedly expressed in developing vascular bundles [23, 24], although the precise functions of these genes in vascular development have not been elucidated.

The central region of the leaf blade forms a strong structure called the midrib to keep the leaf upright for efficient photosynthesis. The midrib consists of adaxial–abaxial tissues and septum tissues, which surround a few locules. The large and small vascular bundles also run through the midrib region. Formation of the midrib is regulated by *DROOPING LEAF* (*DL*), which encodes a YABBY transcription factor [25]. *DL* promotes cell proliferation in the central region of the leaf primordia to generate enough cells for differentiation into several tissues in the midrib [25, 26]. The function of the *DL*-like *YABBY* genes that regulate midrib formation is conserved in grasses [27, 28]. Because phenotypes such as narrow leaf and rolled leaf are conspicuous, several genes regulating these characteristics have been identified and their functions have been partially characterized [29–31]. Thus, our understanding of the genes that regulate overall leaf morphology such as leaf erectness and shape has been gradually increasing in rice. However, the genes that regulate early leaf development, including cell proliferation in the leaf primordia and early vascular differentiation, remain largely elusive.

The molecular mechanisms underlying vascular development have been well documented in *Arabidopsis* [32, 33]. In brief, polar auxin transport is a key process in the initiation of vascular differentiation [34, 35]. The response to auxin is mediated by the transcription factor MONOPTEROS (MP)/AUXIN RESPONSE FACTOR5 (ARF5), and loss of function of *MP* leads to severe defects in vascular development [36]. MP directly regulates *TARGET OF MONOPTEROS5* (*TMO5*) expression [37], and TMO5 upregulates *LONELY GUY3* (*LOG3*) and *LOG4* genes by forming a heterodimer with LONESOME HIGHWAY [38–40]. The *LOG* genes encode enzymes that activate the phytohormone cytokinin [41, 42], which in turn promotes vascular cell proliferation and patterning in early vascular development [39, 40]. Vascular stem cells in the procambium and cambium are the source of xylem and phloem differentiation [43], and these cells are maintained by *AtWOX4*, because procambial cell proliferation is partially suppressed in the *Arabidopsis wox4* mutant [7, 12].

Our previous study revealed that *OsWOX4* regulates SAM maintenance [20]. However, *OsWOX4* was found to be expressed in the leaf primordia, in addition to the SAM, suggesting that it also has a role in leaf development. In this paper, we examined the effect of *OsWOX4* downregulation specifically on leaf development by inducing RNA silencing after leaf initiation to exclude its effects on SAM function. As a result, we found that pulse downregulation of *OsWOX4* caused defects in vascular differentiation and in early cell proliferation for midrib formation. In addition, *OsWOX4* knockdown repressed the expression of *LOG*-like genes in the developing vasculature and resulted in a reduction of cytokinin content. Transcriptome analysis further showed that *OsWOX4* regulates a number of genes, including those related to cell cycle progression and cellular processes. Consistent with this, cells were abnormally vacuolated in early leaf primordia after longer downregulation of *OsWOX4* and seemed to lose normal cellular activity. Thus, our results demonstrate that *OsWOX4* plays crucial roles in tissue differentiation and cellular activity in early leaf development in rice.

## Results

### Pulse downregulation of *OsWOX4* affects leaf growth

We first examined the spatial expression pattern of *OsWOX4* in the shoot apex by in situ hybridization. *OsWOX4* was expressed in the leaf primordia, in addition to the SAM (Fig 1A to 1E). *OsWOX4* signals were detected in the region where differentiation of vascular bundles should initiate in the P2 primordium (Fig 1A and 1B). *OsWOX4* was expressed in the developing vascular bundles in P3 and P4 and in putative future vascular bundles just below the SAM (Fig 1C and 1D). In addition to the vasculatures, relatively strong signals were also detected in the margin of leaf primordia (P2-P4) (Fig 1A to 1D). Weak *OsWOX4* expression was also observed in parenchyma cells in P1-P4 (Fig 1A to 1E). In P5, by contrast, *OsWOX4* signals disappeared from the parenchyma cells, although weak expression was observed in the vascular bundles (Fig 1D).

**Fig 1:**
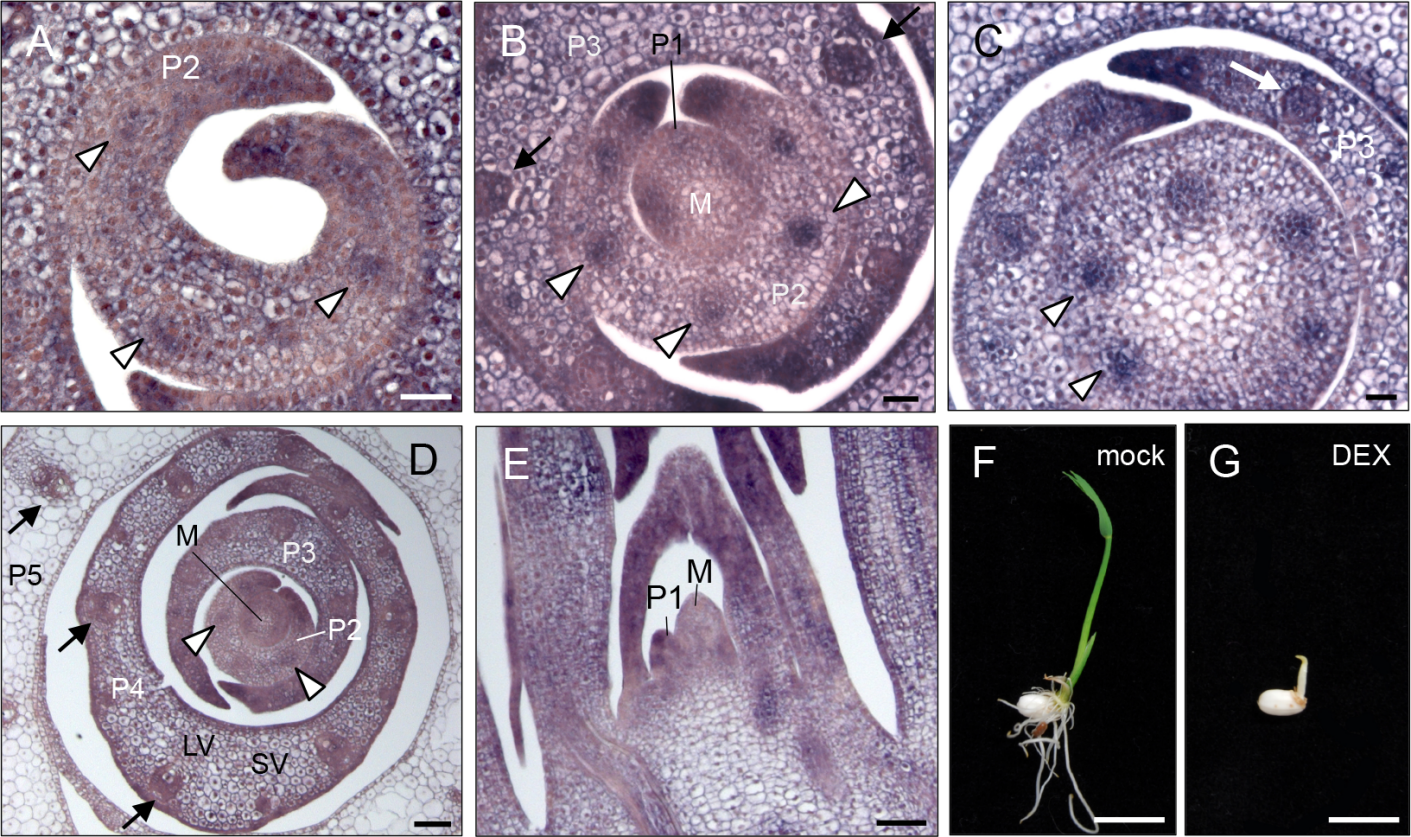
Spatial expression pattern of *OsWOX4* detected by in situ hybridization and the effect of continuous downregulation of *OsWOX4* on leaf growth. (A) to (E) Spatial expression pattern of *OsWOX4* in the wild-type shoot apex. Cross-sections (A to D) and a longitudinal section (E). Cross-section A and C lies above and below the section containing the meristem (B), respectively. Arrowheads indicate the region where differentiation of large vascular bundles should initiate, and arrows indicate developing large vascular bundles. M, SAM; LV, large vascular bundle; SV, small vascular bundle. (F) and (G) Phenotype of the mock- (F) and DEX- (G) treated seedlings. Transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated with DEX for 5 days from germination. Bars = 20 μm in (A) to (C); 50 μm in (D) and (E); 1 cm in (F) and (G).

Constitutive downregulation of *OsWOX4* is known to cause premature termination of the meristem [20]. To address the functions of *OsWOX4* in leaf development, therefore, we used an inducible knockdown system in which *OsWOX4* expression was silenced by using a *pACT1-GVG>OsWOX4*:*RNAi* construct induced by dexamethasone (DEX) (S1 Fig) [20]. When DEX was initially applied for 5 days from germination, plant growth was profoundly inhibited such that no leaves were expanded in any transgenic line carrying the *pACT1-GVG>OsWOX4*:*RNAi* construct (Fig 1F and 1G). By contrast, wild type rice showed no abnormality, indicating that DEX treatment alone had no effect on rice growth or leaf development (S2A and S2B Fig).

To examine the function of *OsWOX4* in leaf development, we established an experimental protocol in which only a pulse of *OsWOX4* downregulation was applied and subsequent plant growth was measured. In this experiment, plants 5 days after germination (5 dag) were treated with DEX for 3 h, and then grown under normal conditions without DEX for a further 5 days (Fig 2A). Leaf phenotypes and histological characteristics were then examined in the 10-dag plants. Leaf growth was clearly inhibited by this pulse downregulation of *OsWOX4* (Fig 2B). We measured the length of the 3^rd^, 4^th^ and 5^th^ leaves in 10-dag plants, which were initiated in the 5-dag plant before DEX treatment (S3A and S3C Fig). The lengths of these leaves at 10 dag were significantly shorter in DEX-treated plants than in mock-treated plants (Fig 2C).

**Fig 2:**
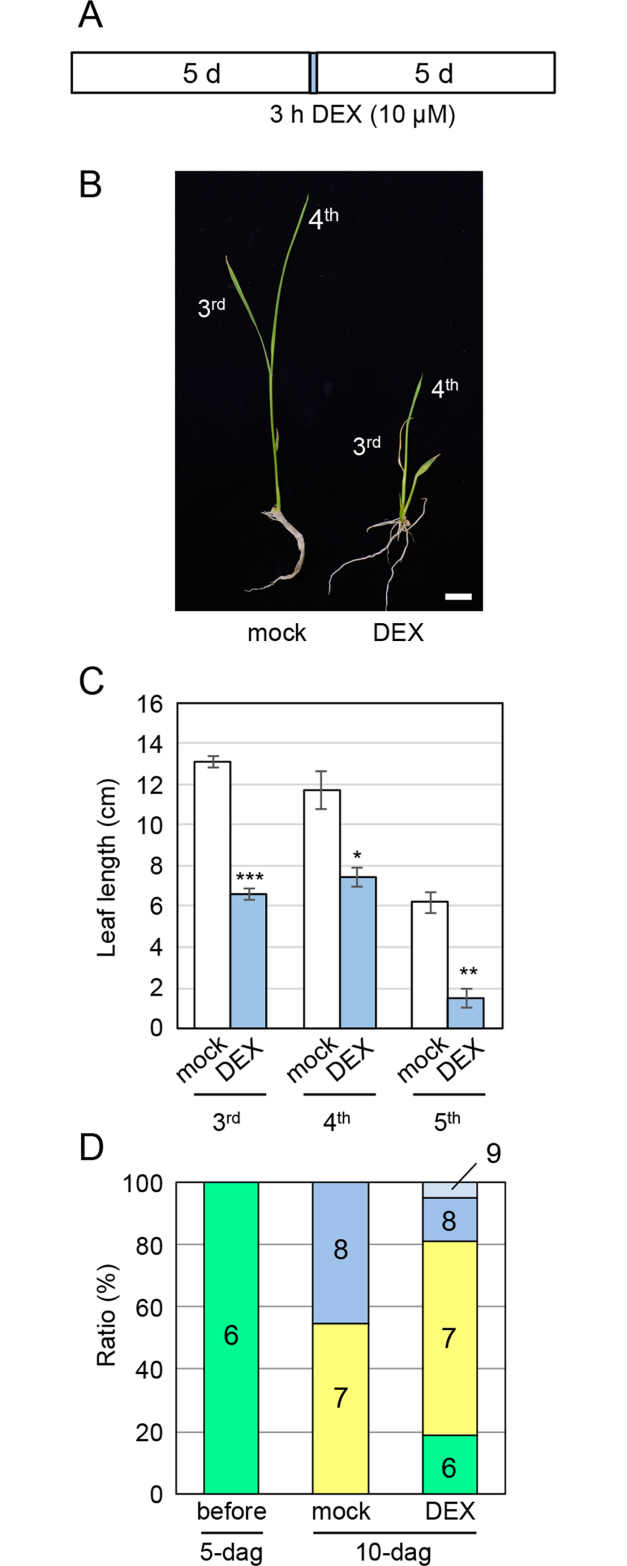
Effects of pulse downregulation of *OsWOX4* on leaf growth. (A) Schematic representation showing the DEX pulse treatment of transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* for *OsWOX4* knockdown. (B) Phenotype of seedlings 5 days after DEX treatment. Bar = 1 cm. (C) Length of the 3^rd^, 4^th^, and 5^th^ leaves (total length of leaf blade and leaf sheath) of DEX- and mock-treated plants. Data are the mean ± SE (*n* = 16 [3^rd^ and 4^th^, mock]; *n* = 17 [3^rd^ and 4^th^, DEX]; *n* = 9 [5^th^, mock]; *n* = 10 [5^th^, DEX]). Student’s t-test, *P < 10^−3^, **P < 10^−5^, ***P < 10^−16^. (D) Percentage of plants producing the indicated number of leaves (including leaf primordia). *n* = 6 (before); *n* = 22 (mock); *n* = 21 (DEX).

Next, we counted the number of leaves including leaf primordia. We made cross-sections of the seedlings because younger leaves are enclosed inside the older ones in rice. The 5-dag seedling had a total of six leaves, including the primordia (S3C Fig). In the 5 days after the 3-h DEX treatment, the DEX-treated seedlings initiated 1.05 ± 0.16 leaves on average, whereas mock-treated seedlings initiated 1.45 ± 0.11. The ratio of plants with each number of leaves at 10 dag is shown in Fig 2D. These data indicated that about 20% seedlings initiated no leaves after DEX treatment. Thus, leaf initiation also seemed to be affected by pulse downregulation of *OsWOX4*. Because the number of leaves varied between DEX- and mock-treated seedlings, we used seedlings with 7 leaves to compare histological characteristics in further analyses. (In the seedlings with 7 leaves at 10 dag, one plastochron was 5 days, and the 3^rd^, 4^th^ and 5^th^ leaves corresponded to P4, P3 and P2 primordia, respectively, in 5-dag seedlings before DEX treatment).

### *OsWOX4* is necessary for vascular development in leaves

Next, we examined the effect of pulse downregulation of *OsWOX4* on vascular differentiation. In wild-type leaf primordia, vascular differentiation initiates earlier in the central region than in the lateral region. To compare vascular bundles at the same developmental stage, we focused on only the large vascular bundle (LVB) in the center of P4 leaves (4^th^ leaf).

In mock-treated plants, differentiated xylem and phloem were clearly observed in the central vascular bundle of P4 (Fig 3A). By contrast, undeveloped xylem and phloem were found in many of the DEX-treated plants (Fig 3B). In some severe cases, only a very small xylem cell was observed (Fig 3C). This histological phenotype was highly similar to that observed in 5-dag plants just before DEX treatment (Fig 3D), suggesting that vascular differentiation was almost completely inhibited by *OsWOX4* downregulation in this case. In some DEX-treated plants, cells were also less stained with toluidine blue, probably due to vacuolation (Fig 3C).

**Fig 3:**
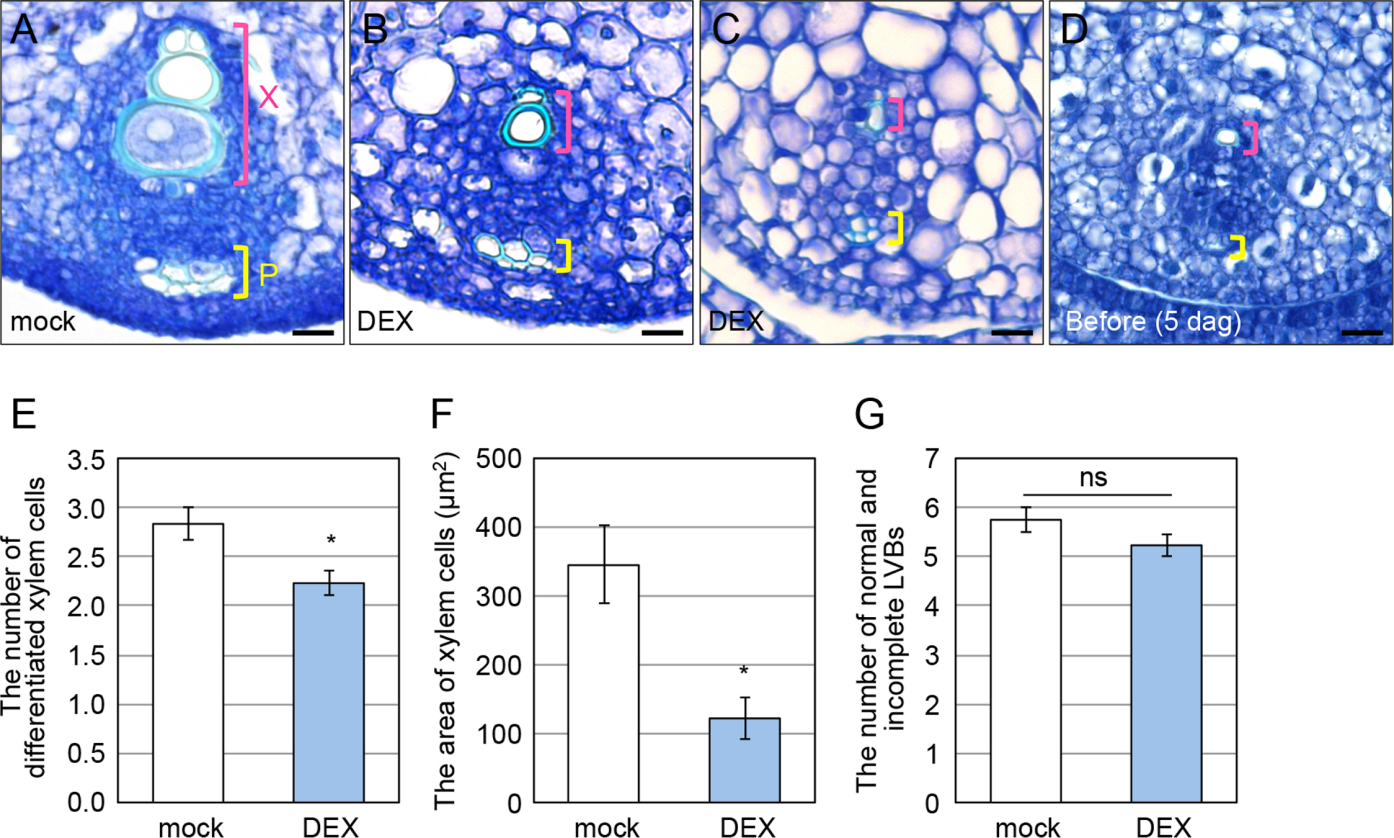
Effects of pulse downregulation of *OsWOX4* on vascular development in leaves. (A) to (D) Transverse sections of the central large vascular bundle (LVB) of a P4 leaf primordium in mock-treated (A) and DEX-treated (B and C) plants, and a P3 leaf primordium in a 5-dag plant before DEX treatment (D). The tissues were stained with toluidine blue. Bars = 10 μm. P, phloem; X, xylem. (E) Number of differentiated xylem cells in the central LVB of P4. (F) Area corresponding to xylem cells in the central LVB of P4. (G) Number of normal and incomplete LVBs in P4. Transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated as indicated in Fig 2A. In (E) to (G), data are the mean ± SE (*n* = 12 [mock]; *n* = 13 [DEX]). Student’s t-test, *P < 0.01. ns, not significant.

We performed a quantitative analysis on xylem cells, which are easily distinguished from other cells due to their thick cell walls. The number of xylem cells was significantly decreased by the downregulation of *OsWOX4* (Fig 3E). Furthermore, the area that the xylem cells occupied was markedly reduced (Fig 3F). These observations indicated that pulse downregulation of *OsWOX4* inhibited not only differentiation of the xylem but also its growth during vascular development. Thus, *OsWOX4* is likely to play an essential role in vascular differentiation in rice.

We also counted the number of normal LVBs and incomplete LVBs in P4 primordia, the latter of which contained aborted xylem and phloem. The total number of these LVBs did not differ significantly between mock- and DEX-treated plants (Fig 3G). At the time of DEX treatment, the P4 primordia were at the P3 stage. Because the onset of vascular differentiation continues to occur during the P3 to P4 stages under normal conditions [24], our observation suggests that vascular initiation is not affected by pulse downregulation of *OsWOX4*.

### *OsWOX4* downregulation affects vascular differentiation through cytokinin action

To elucidate how *OsWOX4* is involved in the genetic network regulating vascular development, we analyzed the effect of *OsWOX4* downregulation on the expression of several key genes associated with vascular development. In *Arabidopsis*, *MP* plays a key role in the initiation of vascular differentiation, whereas *PNH1* is reportedly expressed in vascular bundles including their future region [34, 36, 44]. Initially, therefore, we focused on the orthologs of these genes: *OsMP/OsARF11* and *OsPNH1* [24, 45]. For in situ experiments, 5-dag transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated with DEX for 12 h, and then the shoot apices were immediately fixed for subsequent analysis (Fig 4A).

**Fig 4:**
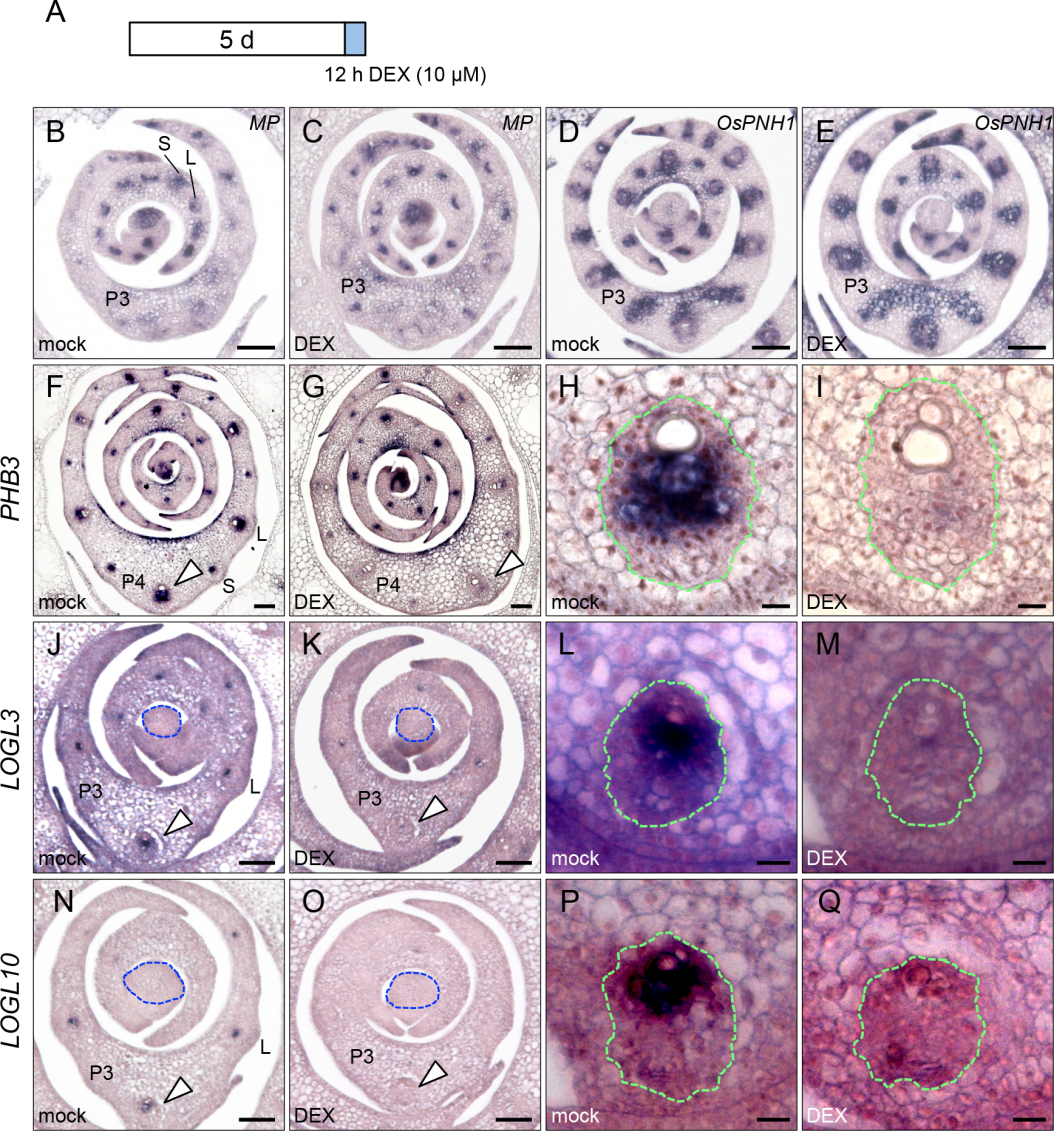
Effects of *OsWOX4* knockdown on the expression patterns of genes associated with vascular development in the shoot apex. (A) Schematic representation showing the DEX pulse treatment for in situ experiments. Transgenic plants (5 dag) carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated with or without DEX for 12 h and the shoot apices were immediately fixed for subsequent in situ analysis. (B) and (C) In situ localization of *OsARF11/MP* transcript. (D) and (E) In situ localization of *OsPNH1* transcript. (F) to (I) In situ localization of *PHB3* transcript. (J) to (M) In situ localization of *LOGL3* transcript. (N) to (Q) In situ localization of *LOGL10* transcript. (H), (I), (L), (M), (P) and (Q) show a magnified view of the central vascular bundle indicated by the arrowhead in (F), (G), (J), (K), (N) and (O), respectively. Green dotted line indicates the vascular bundle in (H), (I), (L), (M), (P) and (Q). Blue dotted line indicates the SAM in (J), (K), (N) and (O). L, Large vascular bundle; S, small vascular bundle. Bars = 50 μm in (B) to (G), (J), (K), (N) and (O); 10 μm in (H), (I), (L), (M), (P) and (Q).

In mock-treated plants, *OsMP* was expressed in the future region of both LVBs and SVBs in P1 and P2 primordia, but this expression had largely disappeared from these bundles in the central region of P3 primordia (Fig 4B). This result suggests that *OsMP* is involved in early vascular development. *OsPNH1* was expressed in the developing vascular bundle of all primordia (Fig 4D), as previously reported [24]. Similar expression patterns of the two genes were observed in DEX-treated plants (Fig 4C and 4E), suggesting that downregulation of *OsWOX4* did not affect the expression of either gene.

Class III leucine zipper transcription factor (HD-ZIPIII) genes such as *PHABULOSA* (*PHB*) and *ARABIDOPSIS THALIANA HOMEOBOX8* are required for xylem cell differentiation in *Arabidopsis* [46, 47]. We therefore examined the expression patterns of rice *PHB*3 [48]. *PHB3* signals were clearly detected in both LVBs (P2-P4) and SVBs (P3-P4) in mock-treated plants (Fig 4F). By contrast, expression of *PHB3* was greatly reduced in P4 primordia of DEX-treated plants (Fig 4G); in particular, *PHB*3 signals in the central region completely disappeared after *OsWOX4* knockdown (Fig 4H and 4I). These results suggest that *OsWOX4* is required, in part, for *PHB3* expression.

In *Arabidopsis*, *LOG* genes such as *LOG3* and *LOG4* encoding the cytokinin-activating enzyme play a crucial role in vascular differentiation [39, 40, 42]. Thus, we examined the expression pattern of two rice *LOG* genes, *LOG-like3* (*LOGL3*) and *LOGL10*, which belong to the same clade as *Arabidopsis LOG3* and *LOG4* [42]. Both *LOGL3* and *LOGL10* were expressed in developing LVBs in mock-treated plants (Fig 4J and 4N). A close-up view indicated that their expression was localized to xylem precursor cells (Fig 4L and 4P). In DEX-treated plants, by contrast, *LOGL3* and *LOGL10* signals were decreased or had disappeared from several LVBs (Fig 4K, 4M, 4O and 4Q). These results suggest that *OsWOX4* promotes the expression of *LOGL3* and *LOGL10* in LVBs.

Next, we examined the levels of several cytokinin forms such as isopentenyladenine (iP) and *trans*-Zeatin (tZ) in the shoot apex including P1–P3 primordia. The tZ content was markedly reduced in plants treated with DEX for 12 h as compared with mock-treated plants, and the iP content was also significantly decreased in DEX-treated plants (Fig 5). These results indicate that downregulation of *OsWOX4* leads to decreased cytokinin levels, probably due to reduced expression of rice *LOG* genes.

**Fig 5:**
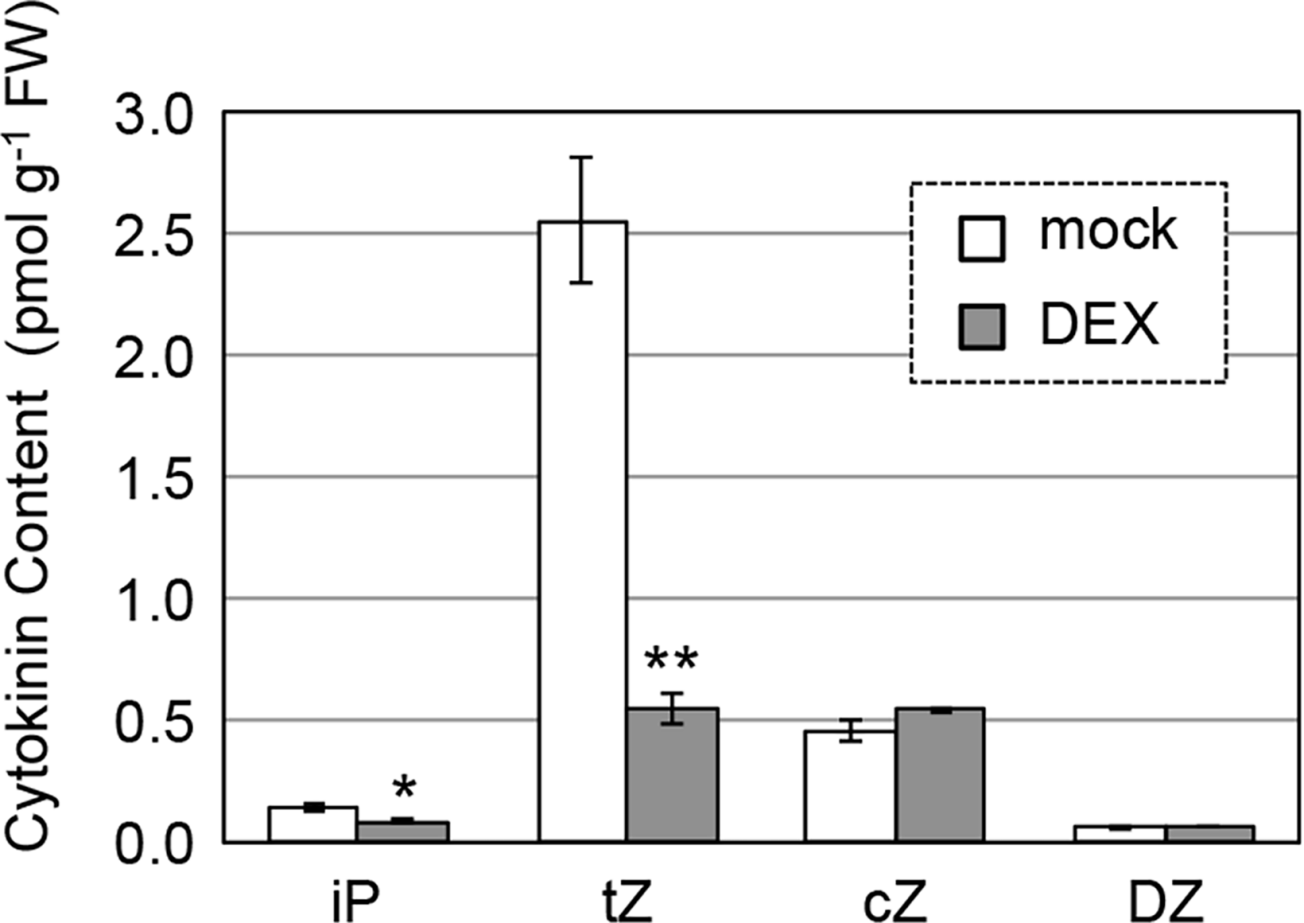
Effect of *OsWOX4* knockdown on cytokinin content. Transgenic plants (5 dag) carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated with DEX for 12 h and then the amount of each type of cytokinin was measured as described in Materials and methods. iP, isopentenyladenine; tZ, *trans*-zeatin; cZ, *cis*-zeatin; DZ, dihydrozeatin. Data are the mean ± SE (*n* = 4 biological replicates). Student’s t-test, *P < 0.05, **P < 0.001.

### *OsWOX4* is involved in cell proliferation required for midrib formation

We found that the morphology of leaf primordia was also affected by *OsWOX4* downregulation. The central region of the P3 and P4 primordia was thick, and the thickness was gradually reduced toward the lateral and marginal regions in both wild-type and mock-treated plants (Fig 6A and 6B). By contrast, the lateral regions of the P3 and P4 primordia became thicker in DEX-treated plants (Fig 6C). Quantitative analysis showed that the reduction in thickness in the lateral region was smaller in DEX-treated plants than in mock-treated plants (S4 Fig).

**Fig 6:**
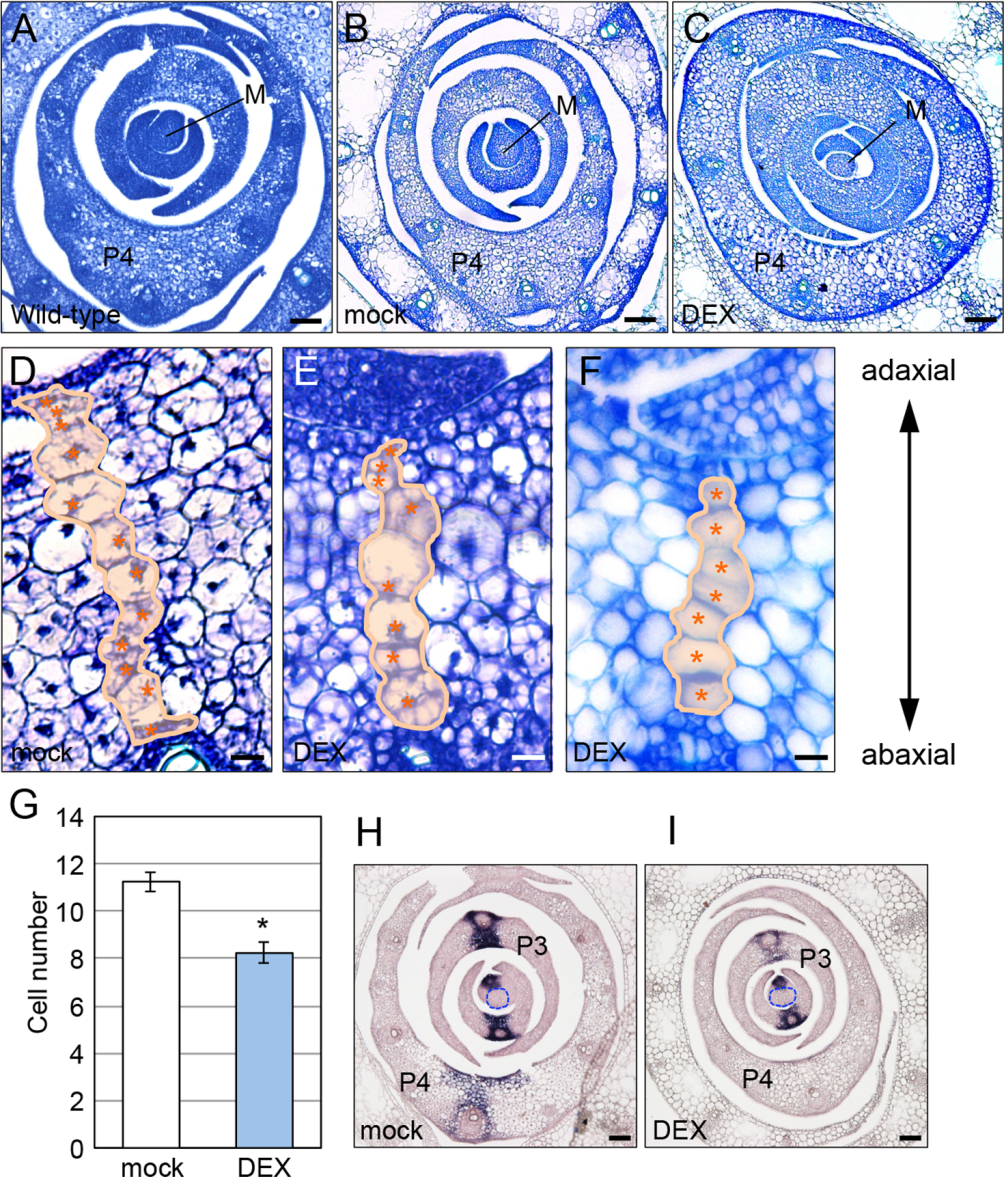
Effect of *OsWOX4* knockdown on the morphology of leaf primordia. (A) to (C) Transverse section of the shoot apex in a wild-type plant (A), and mock-treated (B) and DEX-treated (C) transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi*. Tissues were stained with toluidine blue. M, SAM. (D) to (F) Central region of a P4 leaf primordium. Cells in the central file are indicated by false coloring and asterisks. (G) Number of cells in the central file of a P4 leaf primordium. Data are the mean ± SE (*n* = 12 [mock]; *n* = 13 [DEX]). Student’s t-test, *P < 10^−4^. (H) and (I) In situ localization of *DL* transcript. The SAM is indicated by the dotted line. Transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated as indicated in Fig 2A (A to G) and in Fig 4A (H and I). Bars = 50 μm in (A) to (C), (H) and (I); 10 μm in (D) to (F).

To examine the abnormality of leaf primordia in more detail, we counted the number of cells in a cell file of the central region of P4 primordia (Fig 6D to 6F). The cell number in this region was significantly lower in DEX-treated plants (Fig 6G), suggesting that pulse downregulation of *OsWOX4* partially inhibited cell proliferation in the central region of leaf primordia. The thickness of the central region was not significantly affected by DEX-treatment (S4B Fig), probably due to the abnormal cell expansion caused by *OsWOX4* downregulation.

Our previous work indicated that cell proliferation in the central region of leaf primordia is regulated by the *DL* gene and is associated with subsequent midrib formation [25, 26, 49]. We therefore examined the expression pattern of *DL* in *OsWOX4* knockdown plants. Consistent with previous reports, *DL* transcripts were detected in several cell files in the central region of leaf primordia (P1-P4) in mock-treated plants (Fig 6H). In DEX-treated plants (12 h), however, expression of *DL* in P3 primordia was markedly decreased; furthermore, no signal was detected in P4. By contrast, the reduction of *DL* expression in P1 and P2 primordia seemed to be small, especially in P1 (Fig 6I). These results suggest that *OsWOX4* is required to maintain *DL* expression in leaf primordia after the initiation of its expression.

### *OsWOX4* regulates the expression of a number of genes in leaf primordia

To elucidate further the effects of *OsWOX4* on gene expression, we performed transcriptome profiling. The *pACT1-GVG>OsWOX4*:*RNAi* transgenic plants were treated with DEX (or mock) for 3 or 12 h, and the shoot apices, including the SAM and leaf primordia, were harvested immediately. 

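The signal of the *OsWOX4* row was 117, 139.7 and 142 in the mock arrays of 3 h and 194, 245 and 262 in the arrays labelled DEX of 3 h. At 12 h it was 134, 149 and 125 in the mock arrays and 364, 389 and 432 in the arrays labelled DEX, a log2 fold change of 1.54 (SE 0.13, adjusted p = 3.27e-06) in limma. At 3 h the log2 fold change was 0.81 (SE 0.13, adjusted p = 0.0372); this call was lost in a fit of only the 6 arrays of 3 h (adjusted p = 0.324) and when any array but replicate 1 of the DEX group at 3 h was left out (0.0559 to 0.173). The row may read the RNAi transcript made by the construct as well as the endogenous mRNA, so these signals check nothing about the labels of the arrays. For the silencing of *OsWOX4* the paper cites an RT-PCR after 12 h of DEX (S1 Fig), which runs the other way. In this line, GVG is a transcription factor that enters the nucleus when it binds DEX, a synthetic glucocorticoid, and then switches on the RNAi construct.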

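The arrays were Affymetrix rice gene arrays of 1 color, hybridized with RNA from shoot apices that held the SAM and leaf primordia of seedlings at 5 dag, treated with mock solution or with 10 μM DEX. Each of the 4 groups (mock and DEX at 3 h and at 12 h) had 3 arrays, each of a biological replicate. No array of wild-type plants treated with DEX was analysed here, so effects of DEX or of GVG itself cannot be separated from those of *OsWOX4* silencing. The authors normalized the signals in Expression Console 1.3, and the deposited values were read as log2 signals from their range. The median log2 signal of an array lay between 5.73 and 5.76 in the mock group and was 5.73 in each DEX array at 3 h. At 12 h it lay between 5.72 and 5.74 in the mock group and between 5.64 and 5.66 in the DEX group. The upper quartile at 12 h was 7.38 to 7.40 in the mock group and 7.15 to 7.24 in the DEX group. Across the rows, the Pearson correlation between replicate arrays of a group was 0.982 to 0.990 over 12 pairs. Of the 54922 rows, 15829 are paired with 1 gene by the annotation used here, and 1707 genes have a printable name. Both comparisons of DEX with mock came from 1 limma fit of the 12 arrays, with the Benjamini-Hochberg adjustment over all 54922 rows. "Rose" and "fell" are written below only of genes at an adjusted p under 0.05, and the number of arrays limits the precision of each value.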

RNA isolation and microarray analysis were then carried out on three biological replicates.

In transgenic plants subjected to DEX treatment for 3 h, 26 genes were significantly upregulated and no genes were downregulated (fold change ≥ 2.0, P < 0.01) (Fig 7A). 

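Among the named genes that were higher at 3 h in the arrays labelled DEX, *EXPB11*, which encodes a β-expansin that loosens the cell wall, had the largest log2 fold change, 1.92 (SE 0.26, adjusted p = 0.0109) in limma. *IAA26*, which encodes an Aux/IAA protein of auxin signaling, rose with a log2 fold change of 1.85 (SE 0.26, adjusted p = 0.0137). The GH3 enzymes attach amino acids to auxin, and *OsGH3-1* and *GH3-8* rose with log2 fold changes of 1.65 (SE 0.19, adjusted p = 0.00396) and 1.50 (SE 0.15, adjusted p = 0.00160). The homeobox genes *Hox13* and *HOX4* had log2 fold changes of 1.80 (SE 0.13, adjusted p = 0.000169) and 1.13 (SE 0.14, adjusted p = 0.00663). *PSS2* rose by 1.81 on the log2 scale, *DOF4* by 1.13, *PGIP-1*, an inhibitor of pectin-degrading enzymes, by 1.12, the protein kinase gene *CIPK21* by 1.12 and the heat shock factor gene *HSFA4B* by 1.01. In each of these genes the 3 DEX arrays lay above the 3 mock arrays, which was a condition for picking the largest rises and so adds no support. No named gene fell at an adjusted p under 0.05.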

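At a fold change of at least 2.0 and an unadjusted limma p under 0.01, 126 rows were higher and 14 were lower. The count of lower rows was larger when any array of 3 h was left out. It was 43 and 39 without replicate 1 or 2 of the DEX group and 35 without replicate 2 of the mock group. The higher rows were then 118, 138 and 142. The lower rows were 24 without replicate 1 or replicate 3 of the mock group and 20 without replicate 3 of the DEX group. Of the rows paired with 1 gene, 55 were higher and none was lower by these limits. At an adjusted p under 0.05, 132 rows were higher and 2 were lower, of which 81 and 0 are paired with 1 gene. The DEX and mock arrays did not overlap in 10.7% of rows, where chance gives 10%. In a fit of only the 6 arrays of 3 h, 6 rows passed the adjusted p and none of the genes named here did (adjusted p = 0.0621 to 0.253); without replicate 1 or replicate 3 of the mock group 62 and 63 rows passed, and *EXPB11*, *PSS2*, *CIPK21* and *HSFA4B* did not pass without either, nor *IAA26* without replicate 1 or 2 (0.0550 to 0.0905). With the replicate number as a block *CIPK21* did not pass (0.0545). With an adjusted p under 0.05 required beside the fold limit 78 rows passed, and with an unmoderated test 76 rows passed.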

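At 12 h, *ML*, encoding a lectin induced by salt, had the largest rise among the named genes, with a log2 fold change of 5.91 (SE 0.16, adjusted p = 1.64e-09) in limma. *EXPB6*, encoding a β-expansin, rose with a log2 fold change of 5.34 (SE 0.28, adjusted p = 7.72e-08), and *Os4CL3*, encoding a 4-coumarate:CoA ligase of phenylpropanoid synthesis, with 5.05 (SE 0.23, adjusted p = 2.48e-08). *AOX1*, encoding the alternative oxidase of mitochondria, rose by 5.04 on the log2 scale, *HSFA4D* by 4.98, the chitinase gene *Cht-3* by 4.82 and *OC-I*, encoding a cystatin that inhibits cysteine proteases, by 4.27. Of the falls, *CAB2R* and *RCABP69*, which encode chlorophyll a/b-binding proteins, had log2 fold changes of -4.06 (SE 0.19, adjusted p = 3.52e-08) and -3.92 (SE 0.17, adjusted p = 2.16e-08). *ARF5* and *IAA10* of auxin signaling had -3.61 (SE 0.24, adjusted p = 3.77e-07) and -3.45 (SE 0.14, adjusted p = 1.41e-08), *AP25* had -3.17, *ER2*, encoding a receptor-like kinase of the ERECTA family, had -2.84, and *YAB1* had -2.69. This rice *ARF5* is not listed under the names *OsMP* or *OsARF11*. The paper gives *OsMP/OsARF11* as the ortholog of *Arabidopsis MP/ARF5*, and that gene was not analysed here. In all of the genes named here for 12 h the 3 DEX arrays lay apart from the 3 mock arrays. This was a condition for picking the largest rises and falls and so adds no support.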

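At a fold change of at least 2.0 and an unadjusted limma p under 0.01, 2840 rows were higher and 5362 were lower, so that 65.4% of the calls were falls. Of the rows paired with 1 gene, 1482 were higher and 1678 were lower. At an adjusted p under 0.05, 8203 rows were higher and 15390 were lower, together 43.0% of all rows. The DEX and mock arrays did not overlap in 52.5% of rows. Quantile normalization of the 12 arrays gave 3306 higher and 4090 lower rows by the fold limit, and on the rows paired with 1 gene 43.8% of its calls were falls, so the direction of the majority there depends on the scaling.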

In those subjected to DEX treatment for 12 h, 2021 and 2396 genes were upregulated and downregulated, respectively (Fig 7A). Most genes that were upregulated after 3 h of DEX treatment were also upregulated after 12 h of treatment. 

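*EXPB11* and *Hox13* were higher at both times, with log2 fold changes at 12 h of 3.77 (SE 0.26, adjusted p = 5.42e-07) and 3.83 (SE 0.13, adjusted p = 4.36e-09) in limma. *PSS2* and *GH3-8* were also higher at 12 h, by 4.91 and 3.20 on the log2 scale, and *OsGH3-1* by 1.12. *IAA26* was an exception, with a log2 fold change at 12 h of 0.39 (SE 0.26, adjusted p = 0.257). Its change at 12 h minus that at 3 h was -1.45 (SE 0.37, adjusted p = 0.0112) in the limma test of the difference. Of the 126 rows higher at 3 h by the fold limit of 2.0 and the unadjusted p limit of 0.01, 89 were also higher at 12 h, where 6.52 would be shared by chance (odds ratio 45.5, two-sided Fisher's exact test, p = 1.36e-84). Of the 14 rows lower at 3 h, 3 were lower at 12 h, where 1.37 would be shared by chance (p = 0.150 from the same exact test). At an adjusted p under 0.05, 120 of the 132 rows higher at 3 h were higher at 12 h. Rows are not independent, since 21 of the 126 hold the same 12 values as another row, and 109 are left when each such set is counted once; with a dim-row filter at the median 80 rows, and with 1 row per gene 49 rows, were higher at both times.

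**Figure D1:**
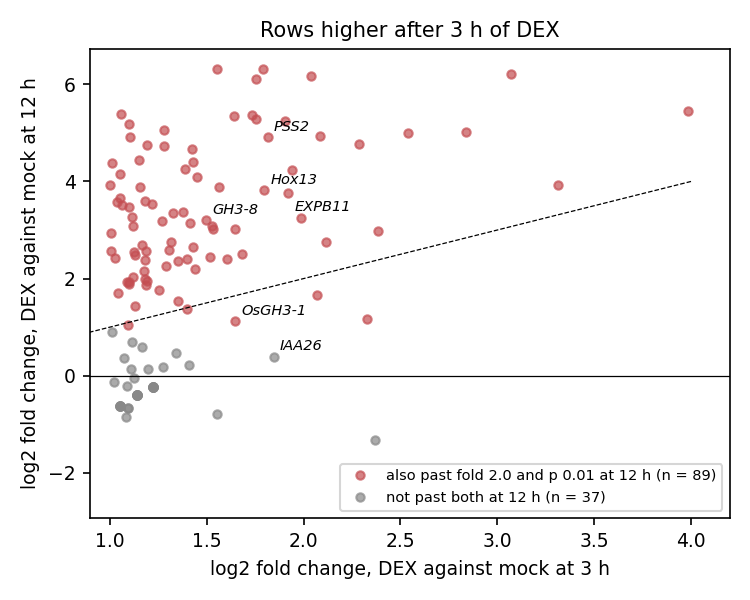
Log2 fold change of DEX against mock at 12 h (y axis) against that at 3 h (x axis) for the 126 rows that were higher at 3 h. Red points are the 89 rows also higher at 12 h and gray points the 37 others; *IAA26* is among the gray points and the dashed line marks equal changes.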

Consistent with the results of *in situ* hybridization analysis, *LOGL3*, *LOGL10* and *DL* were found to be downregulated after 12 h of DEX treatment (S5 Fig). In addition, the microarray data indicated that downregulation by the *pACT1-GVG>OsWOX4*:*RNAi* construct was restricted to *OsWOX4*, and did not act on the other members of the *WOX* gene family (S1 Table).

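Of the genes tested by in situ hybridization, *LOGL3*, a member of the family of cytokinin-activating enzymes, had a signal of 228 ± 18.2 (SD, n = 3) in the mock arrays and 47.7 ± 9.84 (SD, n = 3) in the DEX arrays at 12 h. This was a log2 fold change of -2.28 (SE 0.14, adjusted p = 2.19e-07) in limma. *LOGL10*, of the same family, went from 90.2 ± 5.42 to 26.7 ± 1.96 (SD, n = 3 each), a log2 fold change of -1.76 (SE 0.11, adjusted p = 3.43e-07). The YABBY gene *DL*, required for midrib formation in rice leaves, went from 388 ± 43.8 to 143 ± 23.7 (SD, n = 3 each), a log2 fold change of -1.44 (SE 0.13, adjusted p = 4.81e-06). The 3 DEX arrays lay below the 3 mock arrays for each gene. Of the 6 *LOG* genes named on the array, 2 were lower and 2 were higher (3 and 2 when adjusted over the list alone), and the list did not shift as a whole (adjusted p = 0.723 from camera and 0.778 with an estimated correlation). The higher members were *LOGL7*, with a log2 fold change of 1.18 (SE 0.11, adjusted p = 5.47e-06), and *LOG*, with 0.49 (SE 0.11, adjusted p = 0.00369). *LOGL6* had -0.44 (SE 0.19, adjusted p = 0.0759) and *LOGL1* had -0.06 (SE 0.10, adjusted p = 0.688); when only rows paired with a gene were tested, *LOGL6* passed (adjusted p = 0.0479 with 1 row per gene), and without replicate 2 of the DEX group at 12 h it passed as well (0.00757). *OsPNH1*, a gene expressed in vascular bundles, had a log2 fold change of 0.06 (SE 0.11, adjusted p = 0.689), and *PHB3* and *OsMP/OsARF11* were not analysed here.

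**Figure D2:**
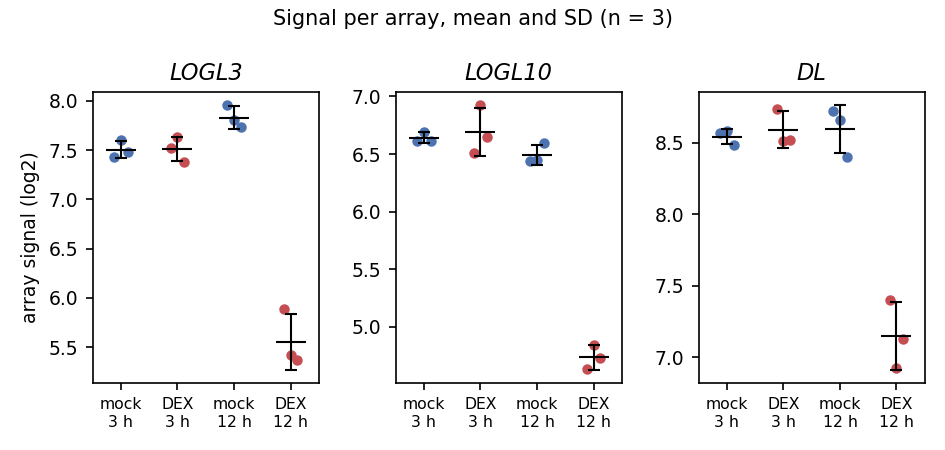
Log2 signal of *LOGL3*, *LOGL10* and *DL* in each array (y axis, a scale of its own for each gene) by group (x axis). Points are single arrays, horizontal lines are means and bars are SD (n = 3); at 12 h the 3 DEX arrays lie below the 3 mock arrays for each gene.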

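Besides *OsWOX4*, 3 members of the *WOX* family were named on the array, and none of these was lower after DEX treatment. Their signals in the mock arrays were dim, so a fall would have been hard to see. *QHB*, a *WOX5* relative expressed in the quiescent center of roots, rose at 12 h with a log2 fold change of 3.91 (SE 0.20, adjusted p = 6.66e-08) in limma. *WOX7* rose with a log2 fold change of 0.29 (SE 0.10, adjusted p = 0.0368), and *WOX6* had a log2 fold change of 0.15 (SE 0.17, adjusted p = 0.514). At 3 h, *QHB* had 0.27 (SE 0.20, adjusted p = 0.988). The family, with *OsWOX4* counted, had 3 of 4 members higher at 12 h, both over all rows and when adjusted over the list alone (adjusted p = 0.00659 from camera and 0.0935 with an estimated correlation). The list was not tested without the *OsWOX4* row, which may read the RNAi transcript. *WOX7* did not pass in a fit of only the 6 arrays of 12 h (adjusted p = 0.0926), with a variance trend (0.110), or without replicate 3 of the mock group or replicate 1 or 2 of the DEX group at 12 h (0.147, 0.0527 and 0.127). The other members of the family were not analysed here.

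**Figure D3:**
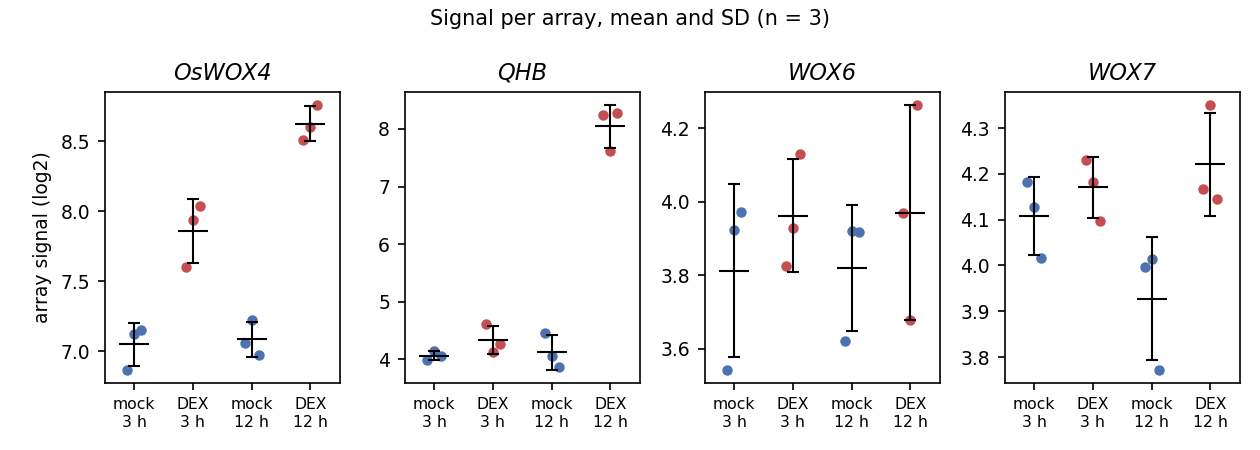
Log2 signal of *OsWOX4*, *QHB*, *WOX6* and *WOX7* in each array (y axis, a scale of its own for each gene) by group (x axis). Points are single arrays, horizontal lines are means and bars are SD (n = 3); for *OsWOX4* and *QHB* the 3 DEX arrays of 12 h lie above all other arrays.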

**Fig 7:**
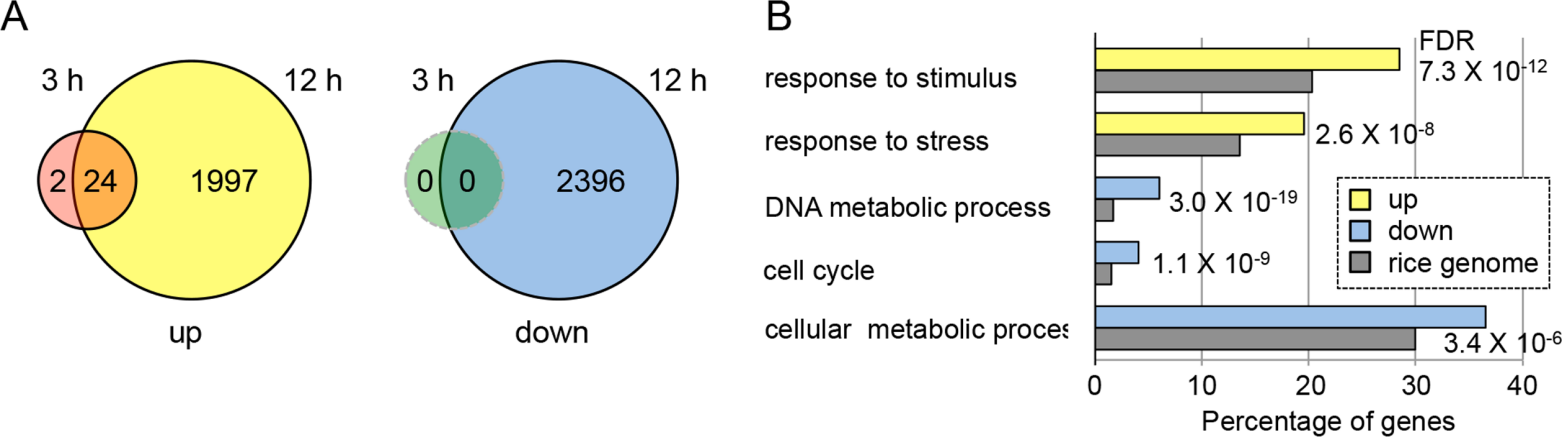
Transcriptome analysis to examine the effect of *OsWOX4* knockdown. (A) Number of upregulated and downregulated genes (fold change ≥ 2.0, P < 0.01). (B) Selected terms in gene ontology enrichment analysis of genes that were up- or downregulated genes after 12 h of DEX treatment. Transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated with DEX for 3 or 12 h, and then microarray analysis was performed as described in Materials and methods.

To characterize the types of gene functioning downstream of *OsWOX4*, we performed a gene ontology (GO) enrichment analysis focusing on genes that were altered after 12 h of DEX treatment. Overall, 14 and 17 GO terms in the biological process category were significantly enriched among the upregulated and downregulated genes, respectively (S6 Fig). Notably, GO terms related to cell cycle, cellular metabolic process, and cellular component organization were highly enriched among the downregulated genes (Fig 7B and S6 Fig). In addition, terms related to metabolic processes associated with DNA and nucleic acid were also enriched among the downregulated genes. These results suggest that *OsWOX4* is required for cell activity and proliferation. On the other hand, terms related to response to stress and various stimuli were enriched among the upregulated genes (Fig 7B and S6 Fig).

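The mitosis list holds *CKS1* and otherwise only kinesin genes, taken in by their family name. Whether each kinesin acts in mitosis was not tested. Genes of this list were lower at 12 h in the arrays labelled DEX: of 19, 17 fell and 1 rose (18 and 1 when adjusted over the list alone), with a median log2 fold change of -1.16. The kinesin genes *KIN14A* and *KIN14L* had log2 fold changes of -1.51 (SE 0.12, adjusted p = 1.82e-06) and -1.47 (SE 0.10, adjusted p = 4.39e-07) in limma, and *KIN7D* was the member that rose, with 0.72 (SE 0.09, adjusted p = 4.57e-05). Of 9 genes of tubulin and actin, the subunits of microtubules and actin filaments, 7 fell and none rose, both over all rows and over the list alone. Among these, *TUB2* fell by 1.51 and *TUB5* by 0.92 on the log2 scale. The shift against all other rows had an adjusted p of 2.61e-06 for mitosis and 0.00286 for tubulin and actin from camera with its preset correlation, and adjusted p = 0.0935 and 0.108 with an estimated correlation. The terms of the paper were found in these same arrays, so the lists are not independent evidence of the direction.

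**Figure D4:**
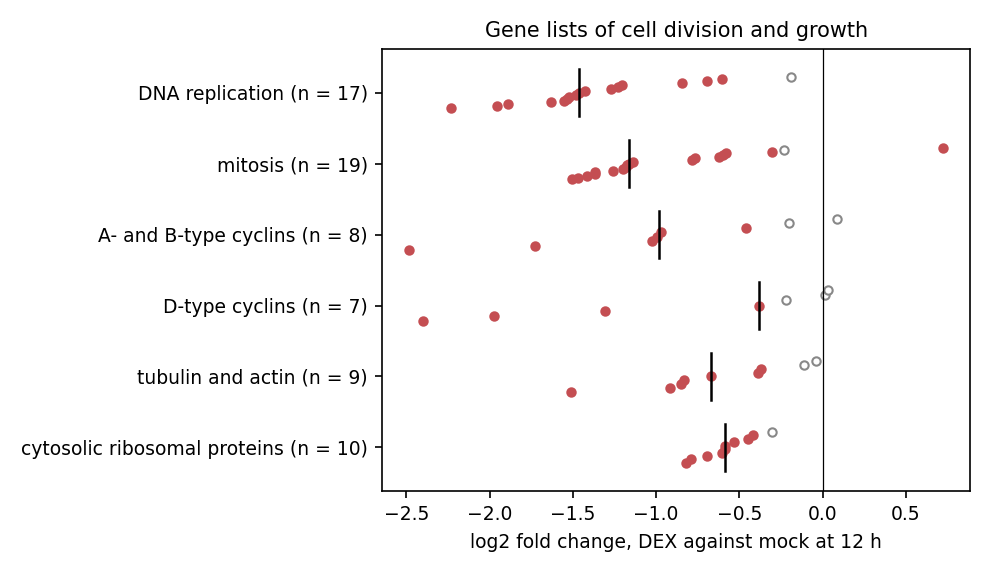
Log2 fold change of DEX against mock at 12 h (x axis) of each member of 6 gene lists (y axis). Red points passed the adjusted p, open points did not, and the vertical bar is the median of the list, which is -1.46 for DNA replication and -0.59 for cytosolic ribosomal proteins.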

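Of 17 genes of DNA replication, 16 fell at 12 h and none rose, both over all rows and when adjusted over the list alone. *RPA1B*, encoding a subunit of the protein that coats single-stranded DNA, had a log2 fold change of -2.23 (SE 0.15, adjusted p = 3.36e-07) in limma. *RFC2*, encoding a subunit of the clamp loader, had -1.96 (SE 0.19, adjusted p = 6.63e-06). *POLD1*, the catalytic subunit of DNA polymerase delta, and *MCM3*, a subunit of the replicative helicase, had -1.89 and -1.53, while *ORC2* of the origin recognition complex had -0.19 and did not pass the test. *CenH3*, which encodes the histone H3 of centromeres, fell with a log2 fold change of -1.06 (SE 0.11, adjusted p = 1.08e-05). The shift of the replication list had an adjusted p of 1.07e-08 from camera and adjusted p = 0.166 with an estimated correlation. The other histone genes were not analysed here.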

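Of 10 genes of cytosolic ribosomal proteins, 9 fell at 12 h and none rose (10 and 0 when adjusted over the list alone). *RPL39B* had a log2 fold change of -0.82 (SE 0.14, adjusted p = 0.000428) in limma and *RPS27AB* had -0.79 (SE 0.12, adjusted p = 0.000197), while *RPS21* had -0.30 and did not pass over all rows. The list shifted with an adjusted p of 0.00118 from camera and adjusted p = 0.224 with an estimated correlation. From the terms of cell cycle, cellular metabolism, cellular components and DNA that were enriched among the genes lower at 12 h, the paper proposes that cell activity and proliferation require *OsWOX4*.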

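Of 5 *WRKY* genes, which encode transcription factors of defense, 4 rose at 12 h in the arrays labelled DEX and none fell; *WRKY71* and *WRKY62* had log2 fold changes of 3.84 (SE 0.20, adjusted p = 6.98e-08) and 3.84 (SE 0.10, adjusted p = 1.23e-09) in limma. Of 6 pathogenesis-related genes, all of them chitinase genes, 5 rose and none fell, and *Cht-1* had 2.35 (SE 0.31, adjusted p = 8.71e-05). Among 5 genes of glutathione S-transferases, enzymes of detoxification, 3 rose and none fell, with *GSTZ5* at 3.10 (SE 0.17, adjusted p = 1.06e-07) and *GSTF2* at 2.10 (SE 0.08, adjusted p = 1.48e-08). Of 14 heat shock genes, 8 rose and 2 fell. The factor gene *HSFA4B* rose by 2.94 on the log2 scale, and *HSFA2B* fell by 2.13. Most genes of this list encode heat shock factors and were taken in by their family name, so it mainly describes that family. The list of dehydration and abscisic acid holds mostly PP2C phosphatase genes, taken in by their family name, so it mainly describes that family. Of its 39 genes, 13 rose and 5 fell, among them the phosphatase genes *OsPP2C02* with 2.51 (SE 0.15, adjusted p = 1.84e-07) and *PP2C06* with -1.37 (SE 0.10, adjusted p = 6.41e-07). These counts were equal when adjusted over each list alone. The lists shifted upward in camera with adjusted p of 4.89e-05 for *WRKY*, 0.00138 for pathogenesis-related, 0.00137 for glutathione S-transferases, 0.00534 for heat shock and 0.0423 for the dehydration list. With an estimated correlation none of these passed, at adjusted p = 0.0719, 0.108, 0.131, 0.0894 and 0.253 in the same order. The dehydration list also lost its call without replicate 3 of the mock group or replicate 3 of the DEX group at 12 h (adjusted p = 0.0605 and 0.0509) and with 1 row per gene (0.119).

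**Figure D5:**
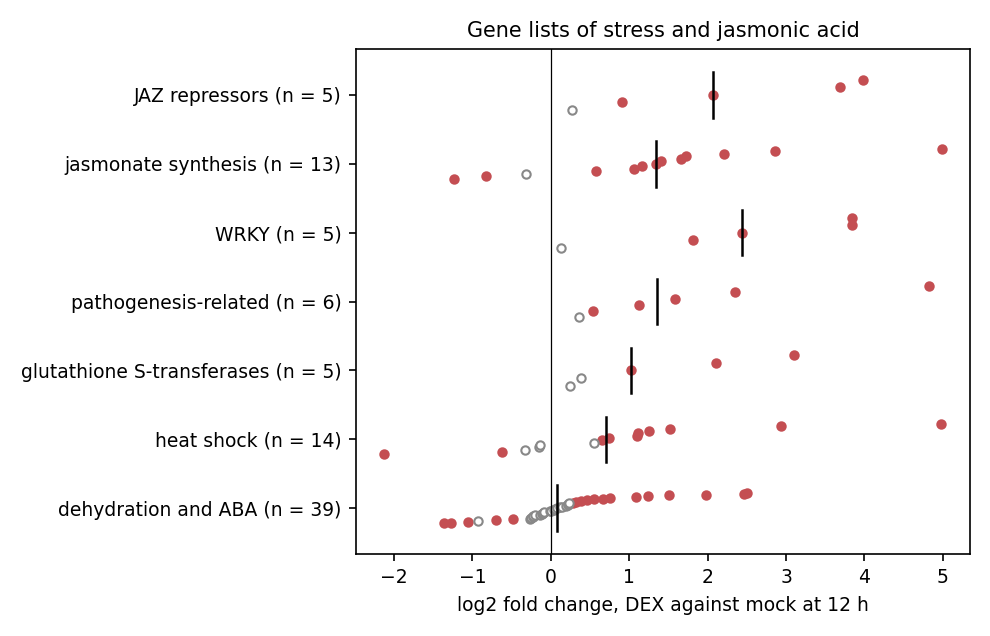
Log2 fold change of DEX against mock at 12 h (x axis) of each member of 7 gene lists (y axis). Red points passed the adjusted p, open points did not, and the vertical bar is the median of the list. It is 2.44 for *WRKY* genes and 0.08 for the list of dehydration and abscisic acid, which holds mostly PP2C phosphatase genes.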

We also noted that several genes related to jasmonic acid (JA) were included among the genes upregulated by *OsWOX4* silencing; for example, the genes encoding jasmonate ZIM-domain (JAZ) proteins, which negatively regulate JA signaling, and allene oxidase synthase (AOS) enzymes, which are central to JA biosynthesis, were upregulated (S7A and S7B Fig). In addition, an estimation of JA content showed that JA and JA-Ile were markedly increased in DEX-treated plants as compared with mock-treated plants (S7C and S7D Fig).

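Of 5 genes of JAZ proteins named on the array, 4 rose at 12 h and none fell (5 and 0 when adjusted over the list alone), with a median log2 fold change of 2.07. *TIFY11C* and *TIFY10C* rose most, with log2 fold changes of 3.99 (SE 0.22, adjusted p = 9.23e-08) and 3.68 (SE 0.16, adjusted p = 2.06e-08) in limma. *TIFY10A* rose by 2.07 and *TIFY6B* by 0.91 on the log2 scale, and *TIFY6A* had 0.27 (SE 0.11, adjusted p = 0.0719) but passed after median centring, after quantile normalization and without replicate 1 of the DEX group at 12 h (adjusted p = 0.0276, 0.0165 and 0.0155). Of 3 *AOS* genes, *AOS2* rose from a signal of 20.6 ± 3.14 to 153 ± 43.5 (SD, n = 3 each), a log2 fold change of 2.86 (SE 0.19, adjusted p = 3.36e-07), and *AOS1* rose with 1.66 (SE 0.13, adjusted p = 1.35e-06). *AOS4* had -0.32 (SE 0.14, adjusted p = 0.0857) and was lower when adjusted over the list alone and without replicate 2 of the DEX group at 12 h (adjusted p = 0.0290). The paper noted both groups in these arrays, so the lists are not independent evidence of the direction. The JAZ list shifted with an adjusted p of 7.38e-05 from camera (adjusted p = 0.131 with an estimated correlation), and the *AOS* list with 0.0478 (adjusted p = 0.228 with an estimated correlation). The *AOS* list lost its call after median centring and quantile normalization (adjusted p = 0.0613 and 0.0775), and without replicate 2 of the DEX group at 12 h, replicate 1 of the DEX group at 3 h or replicate 1 or 3 of the mock group at 3 h (0.0519 to 0.0546). It was also lost in a fit of only the 6 arrays of 12 h (0.0630) and with the replicate number as a block (0.0515). The same held with 1 row per gene (0.119) and with identical rows counted once (0.0640).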

### *OsWOX4* is required for normal cell cycle regulation

On the basis of the GO enrichment analysis, we focused on genes involved in cell cycle regulation. 

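*CYCA3;1*, an A-type cyclin gene, fell from a signal of 360.0 ± 5.83 (SD, n = 3) in the mock arrays to 65.2 ± 13.2 (SD, n = 3) in the DEX arrays at 12 h, a log2 fold change of -2.48 (SE 0.15, adjusted p = 1.71e-07) in limma. The B-type cyclin gene *CYCB1;3* had -0.46 (SE 0.14, adjusted p = 0.0176). *CDKB1-1*, the only gene of a B-type cyclin-dependent kinase named here, fell with a log2 fold change of -0.71 (SE 0.11, adjusted p = 0.000283). Of 8 genes of A- and B-type cyclins, which act from DNA synthesis to mitosis, 6 fell and none rose; *CYCA3-2* fell by 1.73 and *CYCB2-2* by 1.03 on the log2 scale. Of 7 genes of D-type cyclins, which act at entry into the cell cycle, 4 fell and none rose, with *CYCD2-2* at -2.40 (SE 0.18, adjusted p = 1.12e-06) and *CYCD3-2* at -1.97 (SE 0.11, adjusted p = 1.36e-07). Both counts were equal when adjusted over each list alone. The shift had an adjusted p of 0.00370 for A- and B-type and 0.0277 for D-type cyclins from camera, and adjusted p = 0.108 and 0.270 with an estimated correlation. The D-type list lost its call after quantile normalization (adjusted p = 0.0652), with the dim filters at the 25th percentile (0.0648) and the median (0.174), and with 1 row per gene (0.0684). *CYCB1;3* lost its call after quantile normalization (0.0847) and without replicate 2 or 3 of the mock group or replicate 1 of the DEX group at 12 h (0.0536, 0.0572 and 0.0633). The annotation also lists this gene under the name CYCB1;1. *CDKB2;1* and *CYCD3;1* were not analysed here.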

Genes encoding B-type cyclin-dependent kinase (CDKB) and several cyclins that drive the cell cycle progression were markedly downregulated by 12 h of DEX treatment (Fig 8A). In addition, the expression of genes encoding core cell cycle regulators, including genes similar to *Arabidopsis E2F*, *E2F-DIMERIZATION PARTNER* (*DP*) and *RETINOBLASTOMA-RELATED* (*RBR*), was also reduced (Fig 8A) [50].

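*OsRBR1*, which encodes a retinoblastoma-related protein that restrains entry into DNA synthesis, fell from a signal of 576 ± 28.0 (SD, n = 3) in the mock arrays to 170.0 ± 15.9 (SD, n = 3) in the DEX arrays of 12 h. This was a log2 fold change of -1.76 (SE 0.10, adjusted p = 1.35e-07) in limma, with the 3 DEX arrays below the 3 mock arrays. Of 2 genes of CDK inhibitors, which block the kinases of the cell cycle, none rose or fell at an adjusted p under 0.05, and their median log2 fold change was -0.17. *OsE2F2*, *OsDP1* and *OsRBR2* were not analysed here.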

**Fig 8:**
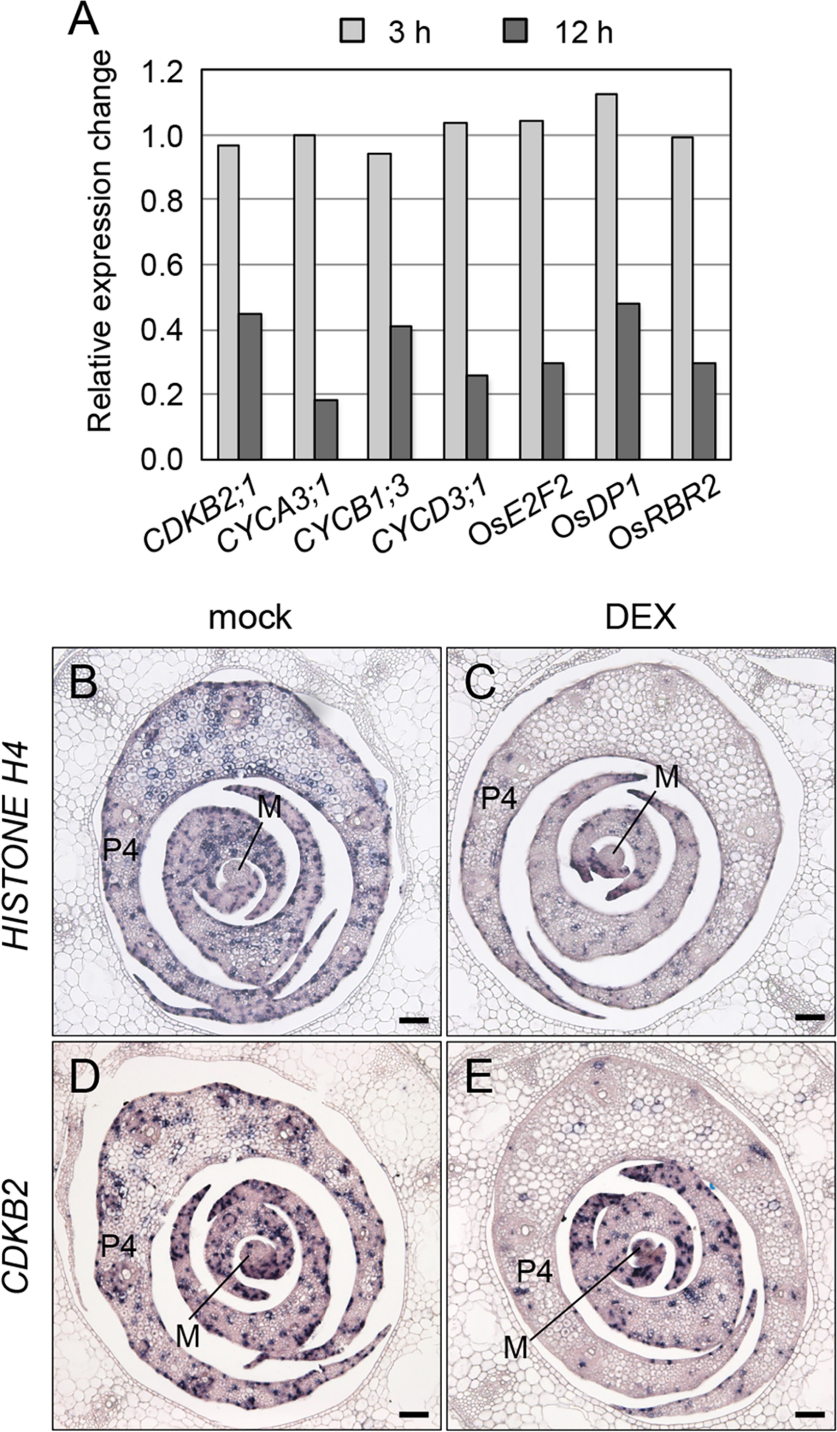
Effect of *OsWOX4* knockdown on the expression of cell cycle-related genes. (A) Expression levels of *CDKB2;1*, *CYCA3;1*, *CYCB1;3*, *CYCD3;1*, *OsE2F2*, *OsDP1* and *OsRBR2* relative to mock-treated samples in microarray analysis. (B) to (E) Expression pattern of *HISTONE H4* ([B] and [C]) and *CDKB2* ([D] and [E]) genes. Transgenic plants (5 dag) carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated as indicated in Fig 4A. M, SAM. Bars = 50 μm.

Next, we examined the spatial expression patterns of cell cycle-related genes, such as *HISTONE H4* as a maker of S-phase and *CDKB2* as a marker of G2/M phase [51, 52]. In mock-treated plants, both *HISTONE H4* and *CDKB2* were expressed in the leaf primordia from P1 to P4 (Fig 8B and 8D). After the knockdown of *OsWOX4* for 12 h, the expression of *HISTONE H4* in the leaf from P2 to P4 was markedly decreased; indeed, most *HISTONE H4* signals disappeared from these leaf primordia (Fig 8C). The expression of *CDKB2* was strongly decreased in P4, and moderately decreased in the inner leaf primordia (Fig 8E). Together, these results indicate that *OsWOX4* is required for normal cell cycle progression. Thus, *OsWOX4* might be involved in leaf growth largely through cell cycle regulation.

### Long-term *OsWOX4* knockdown leads to abnormally vacuolated cells

During histological analysis, we noticed that tissues from some plants treated with DEX for 3 h showed less staining with toluidine blue, although the frequency was low (4 out of 21; compare S8 Fig with Fig 6B). This observation suggested the possibility that cell activity was affected by *OsWOX4* knockdown. We therefore exposed plants to DEX for a longer period (48 h) and examined the effects (Fig 9).

**Fig 9:**
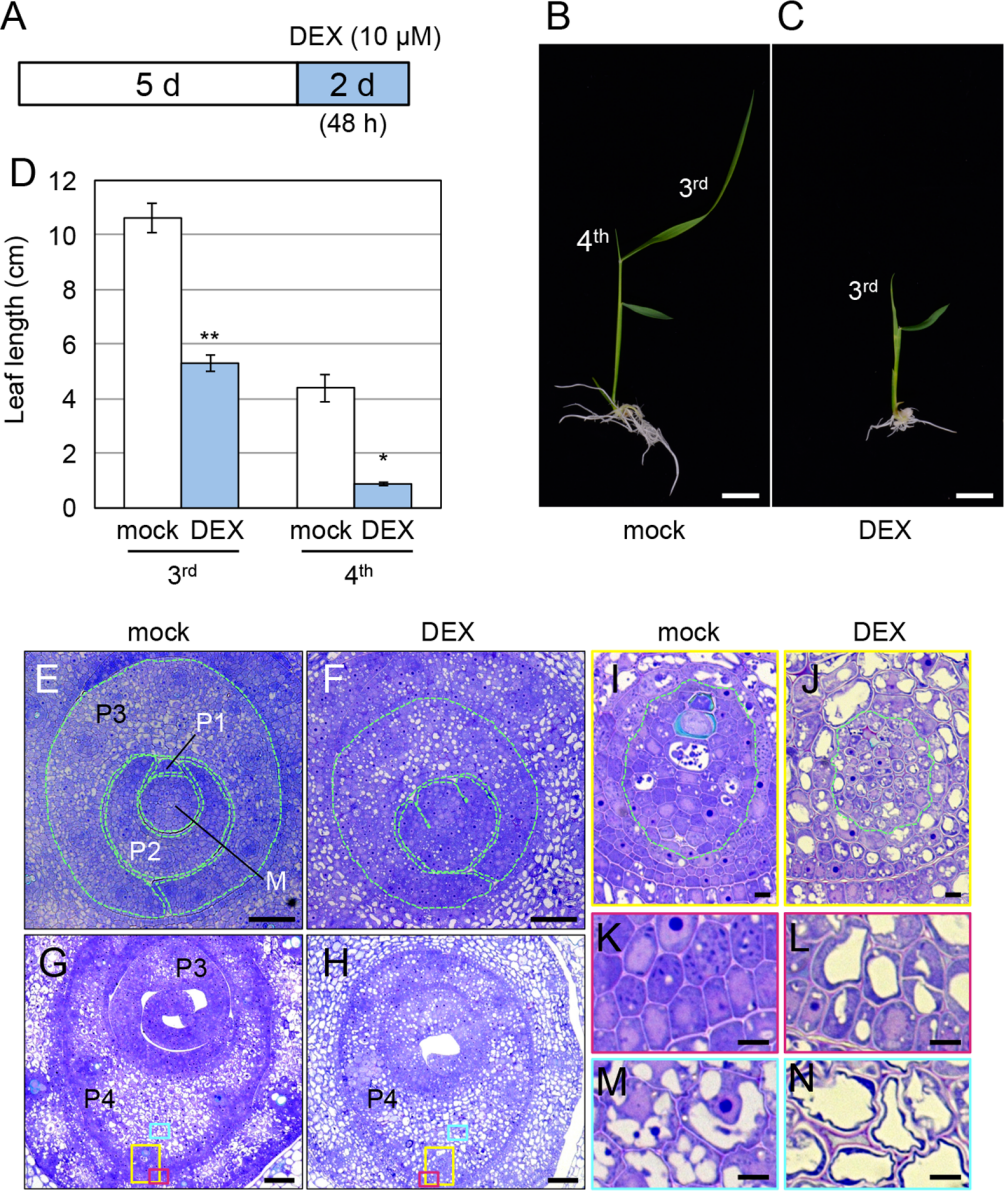
Effects of longer *OsWOX4* knockdown on cell activity. (A) Schematic representation showing the protocol for longer *OsWOX4* knockdown by DEX treatment. (B) and (C) Phenotype of seedlings after DEX or mock treatment. (D) Length of the 3^rd^ and 4^th^ leaves (total length of leaf blade and leaf sheath) of DEX- and mock-treated plants. Data are the mean ± SE (*n* = 6). Student’s t-test, *P < 10^−4^, **P < 10^−5^. (E) and (F) Shoot apex containing the SAM and leaf primordia (basal region). The SAM (M) and leaf primordia are outlined. (G) and (H) Shoot apex containing the leaf primordia above the SAM (apical region). (I), (K) and (M) Magnified views of the colored boxed regions shown in (G). (J), (L), and (N) Magnified views of the colored boxed regions shown in (H). The vascular bundle is outlined in (I) and (J). Transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated as indicated in (A). Tissues were embedded in resin (Technovit 7100). Thin sections (0.7 μm) were generated and stained with toluidine blue. Bars = 1 cm in (B) and (C); 50 μm in (E) to (H); 5 μm in (I) to (N).

Longer exposure to DEX caused more severe growth defects as compared with the 3-h pulse downregulation (Fig 9B to 9D). The shoot phenotype and the leaf length were almost indistinguishable between plants examined after treatment with DEX for 48 h and those examined before DEX treatment, suggesting that plant growth was almost completely inhibited by *OsWOX4* downregulation for 48 h (Fig 9C and 9D and S3A and S3B Fig). To observe the effect of *OsWOX4* knockdown at the cellular level, we prepared thin sections from resin-embedded shoot apices. In mock-treated plants, the P1 primordium was observed as a bulge from the SAM, and the P2 primordium was clearly distinguished from the SAM and P3 (Fig 9E). In DEX-treated plants, by contrast, the P1 primordium was not evident and the central region of the P2 primordium was fused to the SAM (Fig 9F and S9 Fig). This observation suggested that longer *OsWOX4* knockdown caused a serious defect in leaf primordium initiation.

In addition, white cells, which were not well stained with toluidine blue, were seen in both the basal and apical regions of P3 or subsequent leaf primordia in DEX-treated plants (Fig 9F and 9H). By contrast, such white cells were not evident in the basal region of these primordia in mock-treated plants (Fig 9E).

Close-up views showed that, in mock-treated plants, cells in the developing vascular bundles, and in epidermal and subepidermal layers were cytoplasmic-rich and vacuoles were inconspicuous (Fig 9I and 9K). In the inner tissues of P4, substantial amounts of cytoplasm remained, although some vacuoles were seen (Fig 9G and 9M). By contrast, large vacuoles were observed in many cells in all tissues in DEX-treated plants (Fig 9J, 9L and 9N). Furthermore, in the inner tissues, almost all cells contained an enlarged vacuole (Fig 9H and 9N). Together, these results indicated that longer *OsWOX4* knockdown strongly affected cellular activity in the leaf primordia.

## Discussion

### *OsWOX4* is a master regulator of leaf development in rice

We previously reported that *OsWOX4* is involved in SAM maintenance as a positive factor that promotes undifferentiated cell fate [20]. In this study, we focused on the function of *OsWOX4* in leaf development because *OsWOX4* is expressed in the leaf primordia in addition to the meristem. As a result, we revealed that *OsWOX4* has important functions in early leaf development in rice.

Because we analyzed leaf primordia that had differentiated from the SAM before *OsWOX4* knockdown was induced, it is unlikely that the phenotypes observed in the leaf primordia were a secondary effect caused by defects in SAM function. Rather, the phenotypes seem to result from the inhibition of leaf development itself.

Using our inducible *OsWOX4* knockdown system, we found that *OsWOX4* regulated the differentiation of leaf tissues related to both vascular development and midrib formation. In addition, transcriptome analysis showed that *OsWOX4* regulated the expression of a large set of downstream genes, including those related to cell cycle and cell division. Analysis of the spatial expression of these genes, coupled with detailed histological observation indicated that *OsWOX4* promoted cell activity and proliferation in early leaf development. Taking these findings together, we conclude that *OsWOX4* plays an important role in leaf development as a master regulator, which governs not only cell differentiation but also cell proliferation.

The transcriptome analysis also showed that 26 genes were upregulated by 3-h DEX treatment, but no genes were downregulated. This result suggests that *OsWOX4* probably acts as a transcriptional repressor, similar to *Arabidopsis* WOX proteins such as WUS, AtWOX5 and AtWOX7, although WUS acts as both a repressor and an activator of transcription [53–56]. However, it is also possible that some of the 26 genes are indirectly upregulated by *OsWOX4* knockdown. 

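By gene list, the type-A response regulators, which are induced by cytokinin and repress its signaling, shifted downward at 3 h in the arrays labelled DEX, with a median log2 fold change of -0.41. None of the 5 members fell over all rows, but 4 fell when adjusted over the list alone; the shift had an adjusted p of 9.60e-05 from camera and adjusted p = 0.0485 with an estimated correlation. Of 42 genes of auxin response, 3 rose and none fell (5 and 1 when adjusted over the list alone), and the list shifted upward (adjusted p = 0.0142 from camera and 0.463 with an estimated correlation). Of 6 *YABBY* genes, which act in leaf polarity and midrib formation, *YAB5* rose with a log2 fold change of 0.55 (SE 0.09, adjusted p = 0.0246) in limma, 2 rose when adjusted over the list alone, and the list shifted upward (adjusted p = 0.0182 from camera and 0.157 with an estimated correlation). The *WOX* list had 1 of 4 members higher, *OsWOX4* itself (adjusted p = 0.0142 from camera and 0.157 with an estimated correlation). That row may read the RNAi transcript, and the list was not tested without it, so no response of the family is shown. *OsPP2C09*, of the phosphatases in abscisic acid signaling, rose by 0.74 on the log2 scale. Without replicate 1 of the mock group at 3 h, the auxin, *YABBY* and *WOX* lists did not pass (adjusted p = 0.146, 0.117 and 0.117), and without replicate 3 of that group or replicate 2 of the DEX group the auxin and *YABBY* lists did not (0.0659 to 0.113). The auxin list also did not pass with 1 row per gene (0.0683), nor the *YABBY* list in a fit of only the 6 arrays of 3 h (0.0824). *YAB5* and *OsPP2C09* did not pass in a fit of only the 6 arrays of 3 h (0.308 and 0.212) or without replicate 1, 2 or 3 of the mock group or 1 or 3 of the DEX group at 3 h or replicate 1 of the mock group at 12 h (0.0521 to 0.176), among other arrays, nor with the replicate number as a block (0.0754 and 0.0964).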

Further experiments such as ChiP seq and EMSA assay are required to examine whether early downregulated genes are direct or indirect targets of *OsWOX4*. A number of genes were up- or down-regulated by 12-h DEX treatment. Among these genes, we mainly focused on cell cycle-related or cytokinin-related genes, as described above and below. It is, however, unlikely that these genes were direct targets of *OsWOX4*, because their expression did not change significantly in a short time (3 h) after DEX application.

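At 3 h, *LOGL3*, *LOGL10* and *DL* had log2 fold changes of 0.01, 0.05 and 0.05, with SE of 0.14, 0.11 and 0.13. The change at 12 h minus that at 3 h was -2.28 (SE 0.20, adjusted p = 1.01e-05) for *LOGL3*, -1.81 (SE 0.16, adjusted p = 1.32e-05) for *LOGL10* and -1.49 (SE 0.19, adjusted p = 0.000133) for *DL* in the limma test of the difference. For genes of the cell cycle, *CYCA3;1* had a log2 fold change of -0.01 at 3 h (SE 0.15) and *OsRBR1* had -0.01 (SE 0.10); the differences between the times were -2.47 (SE 0.21, adjusted p = 8.40e-06) and -1.75 (SE 0.14, adjusted p = 6.89e-06). Of the lists of mitosis, DNA replication, A- and B-type cyclins and D-type cyclins, no member rose or fell at 3 h, over all rows or over each list alone, and their median log2 fold changes lay between -0.04 and 0.04. Each of these lists differed between the times in camera, with adjusted p of 1.45e-07, 4.42e-10, 0.00460 and 0.0128 in the same order, and with adjusted p = 0.0708, 0.142, 0.118 and 0.271 with an estimated correlation. A change that misses the adjusted p at 3 h is not shown to be absent. In a test on simulated data, 59.7% of rows changed 2-fold at 3 h were recovered and 22.4% of those changed 1.5-fold. Those rows were drawn from the whole table, and for the single genes above the SE gives the precision of their own row.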

### Roles of *OsWOX4* in vascular development in rice leaf primordia

To examine the effect of *OsWOX4* downregulation on vascular development, we focused on the central LVB of P4, the cell fate of which should have already been determined for vascular differentiation at the P3 stage, when DEX treatment was applied. Our morphological analysis revealed that *OsWOX4* downregulation strongly inhibited vascular development in the leaf primordia. Differentiation of both the xylem and phloem was incomplete: for example, the number of the xylem cells was reduced and their growth was arrested in DEX-treated plants. By contrast, the number of LVBs including incomplete ones was unaffected by *OsWOX4* downregulation. Therefore, *OsWOX4* is likely to be involved in vascular development after its initiation.

Our understanding of the genes associated with vascular development in rice is limited. In this study, we examined the temporal and spatial expression patterns of putative genes responsible for vascular differentiation and then noted the effect of *OsWOX4* knockdown on these patterns during early leaf development in rice. In mock-treated plants, *OsMP* expression preceded the expression of *LOGL3* and *LOGL10*. In addition, *OsMP* was expressed in regions corresponding to future vascular bundles before they were histologically recognized (P1 and P2), whereas the two *LOGL* genes were expressed in putative xylem precursor cells in subsequent primordia stages. The difference in expression timing of the two genes is consistent with the fact that *LOG* genes are induced downstream of *MP* gene function in *Arabidopsis* [37, 39, 40], and suggests that the *MP* and *LOG* homologues function similarly in vascular development in both plants.

The expression of *LOGL3* and *LOGL10* was markedly reduced by *OsWOX4* knockdown. Consistent with this reduction, cytokinin levels were lower in *OsWOX4* knockdown than in mock-treated plants. Therefore, it is likely that *OsWOX4* is responsible for cytokinin synthesis through positive regulation of the *LOGL* genes. In contrast to the *LOGL* genes, the expression level of *OsMP* was not affected by *OsWOX4* downregulation. This result is consistent with the above inference that *OsWOX4* is unlikely to be involved in vascular initiation in rice. In *Arabidopsis*, *MP* is involved in the initial stage of vascular development by translating auxin signaling [33, 36, 57, 58]. Thus, rice *OsWOX4* seems to promote proliferation via positive regulation of the two *LOGL* genes once cells have been committed to a vascular fate by *OsMP*. The observed reduction of *PHB3* expression in *OsWOX4* knockdown plants further suggests the possibility that *OsWOX4* acts upstream of genes required for xylem formation.

In *Arabidopsis*, *AtWOX4* is required to maintain stem cells in the cambium in established vascular bundles [7, 12]. Unlike *Arabidopsis*, rice has no distinct cambium. *OsWOX4* seems to be involved at early stages of vascular differentiation through the promotion of cell proliferation via cytokinin biosynthesis. During rice evolution, therefore, it seems that the function of *OsWOX4* may have been recruited to contribute to vascular differentiation in another elaborate way.

### *OsWOX4* contributes to regulating *DL* expression, which is required for normal midrib formation

*OsWOX4* knockdown also affected the morphology of leaf primordia. In particular, the number of cells along the adaxial–abaxial axis in the central region of leaf primordia was significantly reduced by *OsWOX4* knockdown. Moreover, *DL* expression was downregulated in this region. *DL* is responsible for the proliferation of cells that form the midrib in the central region [25, 26, 49]. Therefore, it seems that *OsWOX4* promotes *DL* expression in order to acquire sufficient cells in this region for midrib formation.

In wild type, *DL* is expressed in several cell files in the central region of the P1 to P4 leaf primordia [25]. The downregulation of *DL* by *OsWOX4* knockdown seemed to depend on the leaf stage: the reduction in *DL* transcript was much higher in P3 and P4 than in P1 or P2. This result suggests that *OsWOX4* is mainly involved in maintenance rather than initial activation of *DL* expression. Multiple *cis* regulatory regions are reportedly required for proper expression of the *DL* gene [49]. For example, intron 2 is responsible for the early expression of *DL* in P1 and P2, whereas intron 1 is associated with quantitative regulation. The detailed molecular mechanism of *DL* expression still remains unknown. It will be interesting to determine how *OsWOX4* regulates *DL* expression in a manner dependent on the developmental stage of the leaf primordia.

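Of 13 genes listed by name under jasmonate synthesis, the 3 genes of allene oxide synthase included, 10 rose and 2 fell at 12 h in the arrays labelled DEX (10 and 3 when adjusted over the list alone). The list took in *OPR1*, *OsOPR3*, *OPR5*, *OPR8*, *OPR10* and *OPR13* by their family name. Whether each of these acts in jasmonate synthesis was not tested, so the list is not a measure of that pathway alone. *OPR10*, of the 12-oxophytodienoate reductase family, rose most, with a log2 fold change of 4.99 (SE 0.21, adjusted p = 1.70e-08) in limma. The lipoxygenase gene *LOX8*, at the start of the pathway, rose by 2.20 on the log2 scale, *OPR1* by 1.72 and *AOC*, encoding allene oxide cyclase, by 1.34. The members that fell were *JAR1*, whose enzyme attaches isoleucine to jasmonic acid, with -1.23 (SE 0.14, adjusted p = 3.10e-05), and *OPR8* with -0.82 (SE 0.15, adjusted p = 0.000770). The list had a median log2 fold change of 1.34 and shifted upward with an adjusted p of 4.64e-05 from camera and adjusted p = 0.0302 with an estimated correlation. None of the 13 rose or fell at 3 h, and the list differed between the times (adjusted p = 1.25e-05 from camera and 0.0199 with an estimated correlation).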

Microarray analysis showed that the *AOS* genes, encoding key enzymes for JA biosynthesis, were upregulated by *OsWOX4* knockdown. This finding was consistent with the increased amounts of JA and JA-Ile measured in *OsWOX4* knockdown plants. Hibara et al. showed that JA content is associated with midrib formation [59]. In the *precocious* (*pre*) rice mutant, which has low JA content due to a defect in *AOS* gene, midrib formation is accelerated in earlier leaves; by contrast, treatment of wild-type rice with methyl jasmonate inhibits midrib formation. It is therefore possible that *OsWOX4* is involved in midrib formation by modulating JA biosynthesis.

### *OsWOX4* regulates cell cycle progression to promote leaf growth

Several cells were severely vacuolated in the leaf primordia after longer exposure to *OsWOX4* knockdown. Pulse downregulation of *OsWOX4* also caused similar effects, albeit to a lesser extent. These observations indicate that *OsWOX4* is required to maintain cellular activity in developing leaves, where cells are actively proliferating. Consistent with this, our microarray analysis revealed that *OsWOX4* affects the expression of many genes related to the cell cycle and cellular activity. In addition, spatial expression analysis showed that *HISTONE H4* and *CDKB2* transcripts were highly reduced in the leaf primordia after *OsWOX4* knockdown. These findings suggest that *OsWOX4* promotes cell proliferation through the regulation of cell cycle progression, leading to normal leaf development in rice.

In *Arabidopsis*, cytokinin is known to be involved in the regulation of cell cycle progression, and plays an important role in promoting cell proliferation in developing leaves [60–62]. As shown above, *OsWOX4* knockdown resulted in a reduction of cytokinin levels. Therefore, *OsWOX4* seems to control cell cycle progression in general parenchyma cells in leaf primordia, in addition to its role in vascular development, by raising cytokinin levels in rice.

### *OsWOX4* is essential for both leaf development and SAM maintenance

Our previous study indicated that the function of *OsWOX4* is partially associated with cytokinin action in the SAM, because constitutive expression of *OsWOX4* increases cytokinin levels and promotes shoot regeneration (including formation of the SAM) from calli in the absence of cytokinin [20]. In this study, we have shown that *OsWOX4* also plays important roles in leaf development, which are again associated with cytokinin action. Therefore, *OsWOX4* seems to regulate two distinct developmental processes by promoting cytokinin activity.

In *Arabidopsis*, *AtWOX4* function is restricted to maintaining vascular stem cells and *AtWOX4* is not expressed in the SAM [12]. Instead, SAM maintenance is regulated by *WUS* [16, 17]. The functions of the AtWOX4 and WUS proteins differ further in *Arabidopsis*: for example, *AtWOX4* does not rescue *wus* and *pressed flower1/wox3* mutations, whereas *WUS* can rescue both [16, 63–65]. In rice, *TAB1* (*WUS* ortholog) acts in the initial stages of axillary meristem development, but has no function in SAM maintenance [19]. Instead, rice *OsWOX4* regulates SAM maintenance [20]. Thus, members of the WOX gene family seem to have diversified in different ways in the evolutionary lineage of *Arabidopsis* and rice.

We have shown that *OsWOX4* acts as a key regulator in leaf development in addition to SAM maintenance [20]. By contrast, *Arabidopsis WOX4* functions in vascular development [12]. It will be interesting to determine the ancestral function of genes in the WOX4 clade and in particular the distribution of rice-type and *Arabidopsis*-type *WOX4* genes among angiosperms. Future studies on the molecular mechanisms underlying *WOX4* function in rice and other plants will also help to deepen our understanding of the function and diversification of *WOX* genes in plants.

## Materials and methods

### Plant materials and growth conditions

Transgenic lines carrying the *pACT1-GVG>OsWOX4*:*RNAi* construct have been described previously [20]. Taichung 65 was used as the host strain of the transgenic lines and as a wild-type control. Plants were grown in an NK system BIOTRON (LH-350S; Nippon Medical and Chemical Instruments) at 28°C.

### DEX treatment

For DEX treatment of plants from germination, sterilized seeds were germinated and grown for 5 days on filter papers immersed in liquid Murashige and Skoog (MS) medium containing DEX (10 μM) in petri dishes. For other DEX treatment, sterilized seeds were germinated and grown for 5 days under the same conditions but in the absence of DEX. The 5-dag seedlings were then cultured in 20 ml of MS medium with or without DEX (10 μM) in an Erlenmeyer flask with shaking at 70 rotations/minute (Double shaker BR-30; TAITEC). The period of the DEX treatment is indicated in the figures and figure legends. In the pulse downregulation experiments, seedlings were washed with water after DEX treatment (3 h) and further grown on soil for 5 days.

### Histological analysis

Tissues were fixed in 4% (w/v) paraformaldehyde and 0.25% (v/v) glutaraldehyde in 50 mM sodium phosphate buffer (pH 7.2) under vacuum and dehydrated in a graded ethanol series. For paraffin sections, samples were followed by ethanol/xylene series, and finally embedded in paraffin (Paraplast Plus; McCormick), and sectioned at 7 μm with a microtome (HM 335E; Microm). For resin sections, samples were embedded in Technovit 7100 (Heraeus Kulzer), and sectioned at a thickness of 0.7 μm with an ultramicrotome (Ultracut R; Leica). Sections were stained with Toluidine Blue O (Wako) and observed under a light microscope (BX50; Olympus).

### In situ hybridization

To generate probes for *OsMP*, *OsPNH1*, *LOGL3*, *LOGL10* and *CDKB2* transcripts, partial cDNA fragments were amplified by using the following primers. *OsMP*, 5’-CACCTGATGGAGGAAAGTCTGT-3’ and 5’-AGCTTCCACTCTGAACTGCCAG-3’; *OsPNH1*, 5’-AAGGTGAATCATTGGGCTTG-3’ and 5’-GCCAGTCTTGAGATGCAACA-3’; *LOGL3*, 5’-ACTTAAGCTAGCTCTGGGTGCTG-3’ and 5’-CCGGTTTATGATGGATGCCTA-3’; *LOGL10*, 5’-CATCGAAGCTGAACTGGGAGA-3’ and 5’-AGCCTCTCAACGCTTAGTTACACAC-3’; *CDKB2*, 5’-CCGGTTGACATCTGGTCTGT-3’ and 5’-AAGCACACTAAGCAGCATCCA-3’. The fragments were cloned into the pCRII-TOPO vector (Invitrogen). RNA was transcribed with T7 or SP6 RNA polymerase after linearization of the chimeric plasmid, and then labeled with digoxigenin using DIG RNA Labeling Mix (Roche). Probes for *OsWOX4* [20], *PHB3* [48], *DL* [25] and *HISTONE H4* [51] were prepared by using previously described plasmids. Tissue samples embedded in paraffin blocks were sectioned at 10 μm with a microtome (HM 335E; Microm). In situ hybridization, and immunological detection were performed by the methods described in Toriba et al. [66].

### Quantification of hormones

After DEX treatment of 5-dag plants for 12 h, shoot apices including the SAM and leaf primordia, which contained the whole of P1 and P2, most of P3, and the basal parts of P4 and P5, were harvested and used for the quantification, which was performed in biological quadruplicate. Extraction and determination of cytokinins and jasmonates were performed as described previously by using ultraperformance liquid chromatography–tandem mass spectrometry (AQITY UPLC system/Xevo-TQS; Waters) with an ODS column (Aquity UPLC BEH C18, 1.7 μm, 2.1 3 100 mm; Waters) [67, 68].

### Microarray experiments

After DEX treatment of 5-dag plants for 3 or 12 h, shoot apices were harvested (as above) and used for RNA isolation. Total RNA was extracted by using TRIsure (BIOLINE), treated with RNase-free DNase I (Takara), and purified by using the NucleoSpin RNA Plant Kit (Macherey-Nagel). Microarray analysis was performed in biological triplicate using the Rice (US) gene 1.0 ST array (Thermo Fisher Scientific). The sense-strand DNA target was prepared by using a WT Expression Kit (Thermo Fisher Scientific) and a GeneChip WT Terminal Labeling and Controls Kit (Thermo Fisher Scientific) in accordance with the manufacturers’ instructions. Hybridization, washing, and staining procedures were run on a Fluidics Station 450 (Thermo Fisher Scientific) with a GeneChip Hybridization, Wash, and Stain Kit (Thermo Fisher Scientific). GeneChips were scanned with a GeneChip Scanner 3000 7G (Thermo Fisher Scientific). Normalization was performed by using the standard settings for GeneChip Gene 1.0 ST arrays on Expression Console Version 1.3 (Thermo Fisher Scientific). The resulting data were analyzed via the Subio Platform (Subio). GO enrichment analysis was carried out by agriGO (http://bioinfo.cau.edu.cn/agriGO/index.php). GO terms with FDR < 0.05 were taken to be significantly enriched relative to the background of the rice genome (MSU7.0).

### Accession numbers

Sequence data from this article can be found in the GenBank/EMBL databases under the following accession numbers: JF836159 (*OsWOX4*), AK103452 (*OsMP*), AB081950 (*OsPNH1*), AK102183 (*PHB3*), AK099538 (*LOGL3*), AK108805 (*LOGL10*), AB106553 (*DL*), and AK059682 (*CDKB2*).

## Supporting information

S1 Table Expression levels of *WOX* gene members obtained by microarray analysis.

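The table lists the array signal of *WOX* genes on a linear scale, as a mean and SE of the 3 arrays of each group. From the deposited log2 values, *QHB* had a mean signal of 16.8 ± 0.495 (SE, n = 3) in the mock group and 20.4 ± 2.09 in the DEX group at 3 h. At 12 h its signal was 17.7 ± 2.22 in the mock group and 269 ± 36.5 in the DEX group (SE, n = 3). *WOX6* had 14.2 ± 0.942 and 15.9 ± 1.85, and *WOX7* had 15.3 ± 0.796 and 18.7 ± 0.856 in the mock and DEX groups at 12 h (SE, n = 3), which are among the lowest signals printed here. The mean of the *OsWOX4* row was 136 ± 7.03 in the mock group and 395 ± 19.9 in the arrays labelled DEX at 12 h; it may hold the RNAi transcript.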

S1 Fig Expression of *OsWOX4* mRNA in the inducible knockdown line. Transgenic plants (5 dag) carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated with or without DEX for 12 h and mRNA levels of *OsWOX4* were analyzed by RT-PCR. UBQ was amplified as an internal control. The PCR amplification comprised 30 for *OsWOX4* and 25 for *UBQ*.
(PDF)

S2 Fig Effect of DEX treatment on wild type. (A) and (B) Wild-type plants were treated with DEX for 5 days from germination. Bars = 1 cm.
(PDF)

S3 Fig Phenotype of plants before DEX induction. (A) Phenotype of the seedling at 5 dag. Bar = 1 cm. (B) Length of the 3^rd^ and 4^th^ leaves of seedlings at 5 dag. Data are the mean ± SE (*n* = 6). (C) Transverse section of the shoot apex of seedlings at 5 dag. The section was stained with toluidine blue. Bar = 50 μm. Transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* at 5 dag (before DEX treatment) were examined.
(PDF)

S4 Fig Quantification of abnormal leaf primordia caused by *OsWOX4* knockdown. (A) Diagram illustrating a transverse section of the leaf primordium. The thickness of the central (a) and lateral (b) regions is indicated by the dashed line. Light gray ellipses indicate LVB. (B) The thickness of the central region of P4 (“a” in S4A Fig). (C) Thickness of the lateral regions of P4 (“b” in S4A Fig). (D) Ratio of the thickness (lateral (b)/central (a)). In (B) to (D), data are the mean ± SE (*n* = 12 [mock]; *n* = 13 [DEX]). Student’s t-test, *P < 0.05, **P < 10^−3^. ns, not significant.
(PDF)

S5 Fig Relative change in expression levels of *LOGL3*, *LOGL10* and *DL* caused by *OsWOX4* knockdown. Expression levels were measured relative to mock-treated samples by microarray analysis.
(PDF)

S6 Fig Gene ontology (GO) categories enriched by *OsWOX4* knockdown. Significantly enriched GO terms (FDR < 0.05) were obtained on the basis of the microarray analysis, in which 2021 and 2396 genes were up- and downregulated, respectively, after *OsWOX4* knockdown for 12 h.
(PDF)

S7 Fig Effect of *OsWOX4* knockdown on the expression of JA-related genes and JA content. (A) and (B) Expression levels of *OsJAZ* genes (A) and *OsAOS* genes (B) relative to mock-treated samples in microarray analysis. (C) and (D) Amount of JA (C) and JA-Ile (D). Transgenic plants (5 dag) carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated with DEX for 12 h and then analyzed. JA, jasmonic acid; JA-Ile, jasmonoyl-l-isoleucine. Data are the mean ± SE (*n* = 4 biological replicates). Student’s t-test, *P < 0.01, **P < 0.001.
(PDF)

S8 Fig A severe example of the effect on cell activity caused by pulse downregulation of *OsWOX4*. Transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated as indicated in Fig 2A. Shown is a transverse section of a plant showing the phenotype of reduced staining with toluidine blue. Bar = 50 μm.
(PDF)

S9 Fig Effects of *OsWOX4* knockdown on the emergence of leaf primordia from the SAM. (A) Magnified view of the SAM and P1 and P2 leaf primordia shown in Fig 9E. (B) Magnified view of the SAM and leaf primordia shown in Fig 9F. Transgenic plants carrying *pACT1-GVG>OsWOX4*:*RNAi* were treated as indicated in Fig 9A. Tissues were embedded in resin (Technovit 7100). Thin sections (0.7 μm) were generated and stained with toluidine blue. Bars = 5 μm.
(PDF)

S1 Dataset Numerical data for graphs.

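The data set lists the values per plant or sample behind the paper's graphs, and the means here are of the paper's own values. The content of *trans*-zeatin was 2.55 ± 0.257 pmol per g fresh weight (SE, n = 4) in mock-treated and 0.546 ± 0.0601 (SE, n = 4) in DEX-treated plants, and that of isopentenyladenine 0.142 ± 0.0151 and 0.0892 ± 0.00419. For both, every DEX value was below every mock value (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, adjusted p = 0.0372). *cis*-Zeatin was 0.459 ± 0.0424 and 0.542 ± 0.0119 and dihydrozeatin 0.0602 ± 0.00463 and 0.0668 ± 0.00394, with exact permutation adjusted p of 0.169 and 0.343. After the pulse of DEX, the 3rd leaf was 6.62 ± 0.300 cm long against 13.1 ± 0.248 cm in mock-treated plants (SE, n = 17 and 16, permutation test, p = 2e-05, the smallest that 100000 resamples give, adjusted p = 0.000260). The 4th leaf was 7.44 ± 0.469 against 11.7 ± 0.922 cm (adjusted p = 0.00130) and the 5th 1.50 ± 0.443 against 6.22 ± 0.515 cm (n = 10 and 9, exact permutation test, adjusted p = 0.000281). With the longer treatment of Fig. 9D, the 3rd leaf was 5.28 ± 0.305 against 10.6 ± 0.542 cm and the 4th 0.883 ± 0.0833 against 4.40 ± 0.510 cm (SE, n = 6 each, exact permutation test, adjusted p = 0.00449 for both).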

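In P4 primordia, the central file of cells held 8.23 ± 0.455 cells in DEX-treated and 11.2 ± 0.429 in mock-treated plants (SE, n = 13 and 12, permutation test, adjusted p = 0.00130). The central large vascular bundle held 2.23 ± 0.122 differentiated xylem cells against 2.83 ± 0.167 in mock-treated plants (adjusted p = 0.0331), and the area of xylem cells was 122 ± 30.7 against 345 ± 56.6 in the unit of Fig. 3F (adjusted p = 0.00449). The number of large vascular bundles was 5.21 ± 0.214 against 5.69 ± 0.237 (adjusted p = 0.233); this panel lists 14 and 13 values in the data set. The 13 tests were two-sided and adjusted together by the Benjamini-Hochberg method.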

# Supplementary material for: WUSCHEL-RELATED HOMEOBOX4 acts as a key regulator in early leaf development in rice
**Source:** PLoS Genet. 2018 Apr 23;14(4):e1007365. doi: 10.1371/journal.pgen.1007365
**Supplement:** S1 Table

S1 Table. Expression levels of *WOX* gene members obtained by microarray analysis

	Average $\pm$ SE			
	3 h		12 h	
	-DEX	+DEX	-DEX	+DEX
<i>TAB1 (OsWUS)</i>	41 $\pm$ 1.5	39 $\pm$ 0.6	46 $\pm$ 3.0	52 $\pm$ 2.7
<i>WOX2</i>	39 $\pm$ 2.5	41 $\pm$ 1.9	42 $\pm$ 2.3	60 $\pm$ 1.5
<i>OsWOX3</i>	167 $\pm$ 2.7	166 $\pm$ 1.4	179 $\pm$ 5.1	144 $\pm$ 3.8
<i>QHB (OsWOX5)</i>	17 $\pm$ 0.5	20 $\pm$ 2.1	18 $\pm$ 2.2	269 $\pm$ 36.5
<i>OsWOX8/9</i>	23 $\pm$ 3.3	26 $\pm$ 1.8	28 $\pm$ 2.1	41 $\pm$ 7.0
	17 $\pm$ 0.6	18 $\pm$ 0.5	15 $\pm$ 0.8	19 $\pm$ 0.9
<i>OsWOX11/12</i>	14 $\pm$ 1.3	16 $\pm$ 1.0	14 $\pm$ 0.9	16 $\pm$ 1.8
	44 $\pm$ 3.1	38 $\pm$ 0.7	36 $\pm$ 1.7	34 $\pm$ 0.6
	153 $\pm$ 21.4	109 $\pm$ 16.6	164 $\pm$ 19.3	117 $\pm$ 12.4
<i>OsWOX13</i>	175 $\pm$ 7.2	206 $\pm$ 13.1	190 $\pm$ 12.7	158 $\pm$ 7.2

# Supplementary material for: WUSCHEL-RELATED HOMEOBOX4 acts as a key regulator in early leaf development in rice
**Source:** PLoS Genet. 2018 Apr 23;14(4):e1007365. doi: 10.1371/journal.pgen.1007365
**Supplement:** S6 Fig — Significantly enriched GO terms (FDR < 0.05) were obtained on the basis of the microarray analysis, in which 2021 and 2396 genes were up- and downregulated, respectively, after OsWOX4 knockdown for 12 h.

up	down	GO term	FDR
		response to stimulus	< 0.00005
		response to stress	< 0.0005
		response to biotic stimulus	< 0.0005
		response to endogenous stimulus	< 0.0005
		response to abiotic stimulus	< 0.005
		metabolic process	< 0.05
		secondary metabolic process	< 0.05
		catabolic process	< 0.05
		nitrogen compound metabolic process	< 0.05
		primary metabolic process	< 0.05
		nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	< 0.05
		DNA metabolic process	< 0.05
		biosynthetic process	< 0.05
		macromolecule biosynthetic process	< 0.05
		cellular macromolecule metabolic process	< 0.05
		cellular macromolecule biosynthetic process	< 0.05
		gene expression	< 0.05
		translation	< 0.05
		cellular component organization	< 0.05
		cellular process	< 0.05
		cell cycle	< 0.05
		cellular metabolic process	< 0.05
		photosynthesis	< 0.05
		generation of precursor metabolites and energy	< 0.05
		cellular biosynthetic process	< 0.05
		biological regulation	< 0.05
		regulation of cellular process	< 0.05
		signaling	< 0.05
		signaling process	< 0.05
		signal transduction	< 0.05
		signal transmission	< 0.05

# Supplementary material for: WUSCHEL-RELATED HOMEOBOX4 acts as a key regulator in early leaf development in rice
**Source:** PLoS Genet. 2018 Apr 23;14(4):e1007365. doi: 10.1371/journal.pgen.1007365
**Supplement:** S1 Dataset

Data for Fig 2C

The length of the 3rd, 4th and 5th leaves of DEX- and mock-treated plants

	3rd leaf		4th leaf		5th leaf	
	-DEX	+DEX	-DEX	+DEX	-DEX	+DEX
average	13.09	6.62	11.74	7.44	6.22	1.50
SE	0.25	0.30	0.92	0.47	0.52	0.44
<i>n</i> =	16	17	16	17	9	10
	13.6	5.2	12.4	6.5	6.3	2.2
	12.3	5.1	15.4	5.4	5.3	0.2
	13.4	5.1	6.4	5.8	7.1	4.1
	14.2	5.8	6.5	7.3	3.6	0.3
	13.0	4.4	12.8	3.8	6.1	0.4
	12.9	5.5	5.6	4.7	7.2	2.1
	12.6	7.7	8.4	7.6	5.6	1.6
	14.0	8.4	15.0	8.5	9.2	3.3
	13.3	6.7	14.4	8.0	5.6	0.5
	14.6	7.1	16.0	10.5		0.3
	12.7	8.0	14.5	10.6		
	12.2	7.0	15.4	6.8		
	14.2	6.8	13.7	8.8		
	13.3	7.7	13.2	8.3		
	12.6	7.8	7.2	8.6		
	10.5	7.9	10.9	9.4		
		6.3		5.9		

Data for Fig 3E

The number of differentiated xylem cells in the central LVB of P4

	-DEX	+DEX
average	2.8	2.2
SE	0.17	0.12
<i>n</i> =	12	13
	3	2
	4	2
	3	2
	2	3
	3	2
	3	2
	3	2
	3	2
	3	3
	2	2
	3	2
	2	2
		3

Data for Fig 3F

The area of xylem cells in the central LVB of P4

	-DEX	+DEX
average	345.0	122.2
SE	56.6	30.7
<i>n</i> =	12	13
	434.3	13.0
	491.8	75.7
	615.8	57.0
	329.4	90.1
	491.9	26.4
	385.3	18.2
	628.6	114.9
	174.6	37.2
	115.0	149.5
	162.1	129.1
	276.2	367.5
	34.8	298.9
		211.5

Data for Fig 3G

The number of normal and incomplete LVBs in P4

	-DEX	+DEX
average	5.8	5.2
SE	0.25	0.23
<i>n</i> =	12	13
	5	5
	6	5
	7	5
	6	5
	5	4
	5	5
	5	5
	5	5
	5	5
	5	5
	6	5
	7	7
	7	7
		5

Data for Fig 5

Cytokinin content in DEX- and mock-treated plants

	iP		tZ		cZ		DZ	
	-DEX	+DEX	-DEX	+DEX	-DEX	+DEX	-DEX	+DEX
average	0.142	0.089	2.554	0.546	0.459	0.543	0.061	0.067
SE	0.015	0.004	0.257	0.060	0.042	0.012	0.005	0.004
<i>n</i> =	4	4	4	4	4	4	4	4
	0.186	0.094	2.462	0.520	0.434	0.520	0.072	0.074
	0.118	0.097	1.867	0.721	0.373	0.524	0.062	0.066
	0.133	0.088	3.014	0.494	0.452	0.565	0.050	0.071
	0.130	0.078	2.873	0.449	0.575	0.561	0.057	0.056

Data for Fig 6G

The number of cells in the central file of the P4 leaf primordium

	-DEX	+DEX
average	11.3	8.2
SE	0.43	0.46
<i>n</i> =	12	13
	11	8
	13	8
	12	8
	10	8
	12	7
	12	12
	13	7
	12	8
	10	7
	12	6
	8	11
	10	9
		8

Data for Fig 9D

The length of the 3rd and 4th leaves of DEX- and mock-treated plants

	3rd leaf		4th leaf	
	-DEX	+DEX	-DEX	+DEX
average	10.62	5.28	4.40	0.88
SE	0.54	0.30	0.51	0.08
<i>n</i> =	6	6	6	6
	11.0	4.7	4.5	0.6
	12.8	6.0	6.2	1.0
	9.9	5.5	4.7	0.9
	9.2	5.0	4.2	0.8
	11.2	6.2	4.5	1.2
	9.6	4.3	2.3	0.8

How the deposited data were processed for this re-analysis (not part of the article)

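RNA from rice shoot apices that held the SAM and leaf primordia was measured on Affymetrix rice gene arrays of 1 color. The seedlings carried an *OsWOX4* RNAi construct induced by DEX and were treated with DEX or mock solution for 3 h or 12 h. Each of the 4 groups had 3 arrays from biological replicates, 12 arrays in all, and every array was used. The authors normalized the signals in Affymetrix Expression Console 1.3 with its settings for these arrays and analysed them in Subio Platform. The deposited values were read as log2 signals, from their range; they are normalized, so no background correction or scaling was added in the main comparison. Arrays have no read depth, and the number of arrays limits the precision.

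The table holds 54922 rows, of which 15829 are paired with 1 gene, 440 with several and 38653 with none by the annotation used here. Names were taken from that annotation and from a reference gene table of assembly ASM3414082v1, which was used only for names and matched all 15140 genes; 1707 genes have a printable name. A total of 7300 rows hold the same 12 values as another row, and 50208 are left when each such set is counted once. A gene with several rows is given by 1 row of its own.

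The 4 group means were fitted over the 12 arrays in limma 3.58.1 (R 4.3.3) with moderated variances, and p-values were adjusted by the Benjamini-Hochberg method over all rows. The comparisons were DEX against mock at 3 h and at 12 h, the difference between these effects, and mock at 12 h against mock at 3 h. Calls were counted at an adjusted p under 0.05 and by the limits of the paper, a fold change of at least 2.0 and p under 0.01; for these the unadjusted limma p was taken, since the text of the paper names no test and no adjustment for the arrays. The overlap of the times was tested by Fisher's exact test. The topics of 41 gene lists were fixed beforehand. The members of all lists were picked by patterns on gene symbols and synonyms. These patterns were written after the annotation had been seen and before the comparisons were run. Of the lists, 40 had at least 1 member, and the 35 with at least 3 members were tested. The tests were camera with its preset correlation of 0.01, camera with an estimated correlation, and fry, whose p tests whether a list moves one way on balance. The GO enrichment of the paper was not repeated, and its annotation was not used here.

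The genes named were those the study names for the arrays and that the annotation names, the 10 largest rises and falls of each DEX comparison among named genes past the adjusted p with arrays fully apart, the largest 2 of each direction in each list, and the largest 5 each way for the other comparisons. The values of S1 Table had been seen beforehand. The few other members given with their list were chosen after their values were seen. The mapping of the arrays, the comparisons, these rules and all alternatives but 2 were fixed before the data were examined. The alternatives were median centring, quantile normalization, filters on dim rows at the 25th percentile and the median, a fit of only the 6 arrays of each time, a variance trend with intensity, an unmoderated test, a fold on the linear scale, adjusted p limits of 0.05 and 0.01 beside the fold limit, 1 row for each of the 15140 genes paired with a row (the row with the highest mean), the replicate number as a block, and leaving out each array in turn. Counting identical rows once and testing only rows paired with 1 gene were added after seeing the data.

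In simulated data, 67 rows for each of 2 sizes and 66 for the largest were changed in the 3 h arrays, and likewise at 12 h. They were drawn from all rows of the table. At 3 h limma recovered 22.4% of rows changed 1.5-fold, 59.7% changed 2-fold and 95.5% changed 4-fold. At 12 h it recovered 28.4%, 68.7% and 93.9%. Of its calls, 4 at 3 h and 8 at 12 h were rows that had not been changed (3.28% and 5.93%). In the real 12 h comparison 43.0% of all rows passed the adjusted p, far more than were changed in the simulation. The adjustment is then less strict, so the recovery at 12 h does not carry over to the data. The values of S1 Dataset were compared by permutation tests, exact where a group had fewer than 10 values and otherwise with 1e+05 resamples, in SciPy 1.17.1 with NumPy 2.4.6 and pandas 2.3.3 under Python 3.11.15; figures were drawn with matplotlib 3.10.9.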

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

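The share of falls on rows paired with 1 gene in the deposited values, and the tests of the *OsWOX4* row against the RNAi transcript and against exchanged labels, were chosen only after their results were seen. The effect of DEX differed between 12 h and 3 h in 16399 rows at an adjusted p under 0.05 (5693 with a larger and 10706 with a smaller value at 12 h). The largest differences of the log2 fold change, 12 h minus 3 h, were 6.06 for *ML*, 5.31 for *AOX1*, 5.06 for *OPR10*, 5.04 for *Cht-3* and 4.80 for *EXPB6*, and on the other side -4.01 for *CAB2R*, -3.69 for *RCABP69*, -3.41 for *IAA10*, -3.32 for *ARF5* and -3.04 for *AP25*. *IAA26* differed by -1.45. Regrouping the arrays gave a count of differing rows at least as large in 5 of 100 splits, the real one included (real 16399, highest other 17556), so chance was not excluded by this count. Of the other splits, 6 kept the 12 h arrays in their DEX and mock groups, and the 4 with a count as large were among these; where the 12 h groups were mixed the highest count was 1. A signal that the paper does not discuss was a median log2 fold change of -0.41 for type-A response regulators at 3 h.

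At the fold limit of 2.0 and p limit of 0.01, 65.4% of the rows called at 12 h were falls, and the signal distribution of the DEX arrays at 12 h was lower than that of the mock arrays. After quantile normalization, which gives all arrays 1 distribution, 55.3% were falls (52.6% to 58.4% when any 1 array was left out). This argues against the lower distribution as the whole cause over all rows as counted. The count takes each of the 7300 rows that hold the same 12 values as another row. The share of falls after quantile normalization with each such set counted once was not tested. Rows not paired with 1 gene are not the whole cause either, since 53.1% of the calls on rows with 1 gene were falls (51.3% to 55.7%). On those rows, quantile normalization gave 43.8% (42.4% to 45.5%), so for rows paired with 1 gene the excess of falls is consistent with the lower distribution. Whether that distribution came from the tissue or from the normalization was not tested, and the DEX treatment itself stays among the open explanations.

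*QHB*, whose relatives mark the quiescent center of roots, rose at 12 h from a mean signal of 17.7 to 269 (log2 fold change 3.91); the mock signal is dim, so the size of the rise is only rough. Root tissue in the DEX samples would bring the other transcripts of roots. Of 5 root markers, *AKT1* rose (log2 fold change 1.48, mean signal 24.9 to 69.8), *NRAMP5* fell (-2.54, 358 to 61.1) and the others did not pass. Their median of -0.0236 was under the limit of 1 set beforehand, but a median over markers that go both ways decides nothing, so root tissue cannot be told apart from an effect of the DEX treatment on *QHB*.

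The *OsWOX4* row was higher at 12 h in the arrays labelled DEX, with a log2 fold change of 1.54. The paper's RT-PCR in S1 Fig runs the other way, and it does not settle what the row reads. A candidate explanation is that the row reads the RNAi transcript made in DEX-treated plants, which cannot be told apart from the endogenous mRNA because the row gives 1 signal for both. An exchange of the labels of mock and DEX at 12 h would show the genes lowered by DEX as rises, but *LOGL3*, *LOGL10* and *DL*, whose signals fell in the paper's in situ hybridization of DEX-treated plants, fell in the arrays labelled DEX as well (median log2 fold change -1.76, range -2.28 to -1.44), which argues against exchanged labels at 12 h. An exchange at 3 h would then need the response to turn between the times, but of the 122 rows past the adjusted p at both times 120 ran the same way (98.4%; 92.5% to 100% when any 1 array was left out), which argues against exchanged labels at 3 h for a response that keeps its direction. The arrays do not test a rise of the endogenous mRNA. The paper's RT-PCR of *OsWOX4* mRNA after 12 h of DEX, which it cites for the silencing, runs against such a rise at 12 h.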

How the results depend on the processing

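Counting identical rows once and testing only rows with 1 gene were added after seeing the data. Of the 137 genes chosen by the rule for names and of the gene lists, none past the adjusted p changed its direction under any alternative, but on rows with 1 gene quantile normalization turned the majority of the calls at 12 h (53.1% falls before, 43.8% after). Of these genes past the adjusted p, 122 of 127 at 12 h and 0 of 14 at 3 h passed under every alternative; other genes with a name were not followed; of the lists, 2 of 21 at 12 h and 1 of 4 at 3 h did. With the estimated correlation 2 lists passed at 12 h and 1 at 3 h. The calls at 3 h by fold and p (140) were 86 with the dim filter at the median, 53 with 1 row per gene, 55 on rows with 1 gene, 78 and 51 with an adjusted p under 0.05 and 0.01 required, and 76 with the unmoderated test. At 12 h (8202) they were 3101 with 1 row per gene and 3163 on rows with 1 gene. At the adjusted p, the 134 rows at 3 h were 6 with only the 6 arrays of that time. With 1 row per gene and on rows with 1 gene, the 23593 rows at 12 h were 8929 and 9167, and the 16399 rows that differ between times 7208 and 7317; fewer rows are tested there. Mock at 12 h against 3 h gave 0 rows, 2 with the dim filter at the median and 3 with the intensity trend. The 89 rows up at both times were 49 with 1 row per gene and 50 on rows with 1 gene. Apart from the smaller tables, the cause was not tested. Leaving out each array gave 138 to 177 and 7481 to 8763 rows by fold and p at 3 h and 12 h, 62 to 123 and 20649 to 23598 at the adjusted p, 14242 to 17277 for the difference, 0 to 9 for mock, 66 to 108 for the overlap, and 1 to 6 and 17 to 22 lists. The lowest counts at 3 h came without mock 3 h replicate 1 (62 rows, 1 list) and replicate 3 (63 rows, 2 lists), and without DEX 3 h replicate 2 there were 2 lists; the 9 rows for mock came without mock 3 h replicate 2. The replicate number as a block gave 145 and 8199 rows by fold and p, and 95 and 23124 at the adjusted p. For the difference, mock and the overlap it gave 16063, 0 and 89. The deviations of same-numbered arrays correlated at -0.05 to 0.17 over 18 pairs, and 5 of 12 arrays were closest to one of their own number. Between mock and DEX of 3 h they correlated at -0.05, 0.17 and 0.08. No clear pairing by replicate number was seen, but so few pairs do not exclude it. Splits of 3 arrays against 3 are too few (10) for a share under 0.05; 1 split, the real one, was as large in each DEX comparison (140 against 75 for the highest other and 134 against 4 at 3 h, 8202 against 76 and 23593 against 0 at 12 h), and 10 for mock (0 and 0). Signals near background limit the dim rows.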

Differences from the paper's values

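At the fold change and p limits that the paper states, with the test taken as limma without adjustment, 126 rows were higher at 3 h, where the paper reports 26 genes. None of the 26 alternatives, those chosen after seeing the data included, came within 1.5 times the paper's value (51 to 149). The genes lower at 3 h were about 0 in Fig. 7A, and 14 rows were lower here. When any 1 array was left out, the count of lower rows lay between 14 and 43. The highest counts, 43 and 39, came without replicate 1 and replicate 2 of the DEX group at 3 h. Without replicate 2 of the mock group at 3 h the count was 35. Of the alternatives set before the data were examined, the dim filter at the median, 1 row per gene, and an adjusted p under 0.01 beside the fold limit gave 0, and the others did not; testing only rows with 1 gene, chosen after seeing the values, also gave 0. At 12 h the paper reports 2396 genes lower, and 5362 rows were lower. With 1 row per gene 1662 were lower, within 1.5 times the paper's value, and with only rows with 1 gene, chosen after seeing the values, 1680 were lower; the other alternatives set before the data were examined did not come as close (up to 5993). How many of the paper's own calls these settings drop is not known, because the paper's list of genes was not used here. For 12 h the paper's 2021 genes and the 2840 rows higher here lie within 1.5 times of each other, but after median centring (3140) and quantile normalization (3306) they do not; under the other alternatives they do. The genes upregulated at both times were about 24 in Fig. 7A, read by eye, and 89 rows here; none of the 22 alternatives came within 1.5 times (49 to 108). The ratio of DEX to mock signal of *CYCB1;3* at 12 h was about 0.41 in Fig. 8A, read by eye, and 0.727 here (0.683 to 0.810 over 22 alternatives, none within 1.5 times); the annotation also lists this gene as CYCB1;1, so the rows may not be of 1 gene.

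The paper states that the construct lowered *OsWOX4* and no other *WOX* gene. The *OsWOX4* row was higher in the arrays labelled DEX at both times (mean signal 133 to 234 at 3 h), and no other named *WOX* gene was lower. Those other genes had dim mock signals, so a fall would have been hard to see and the statement of the paper was not tested by them. The means of *QHB* match those of S1 Table, and the ratio of *CYCA3;1*, 0.992 at 3 h and 0.179 at 12 h, lies within 1.5 times that of Fig. 8A. *LOGL3*, *LOGL10* and *DL* were lower at 12 h, as the paper states. For Fig. 3G the data set states n = 13 for DEX and 12 for mock, with means of 5.2 and 5.8, but lists 14 and 13 values, whose means are 5.21 and 5.69.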

Other observations

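All 4 genes of class III HD-ZIP proteins, which specify the adaxial side of leaves and act in vascular tissue, fell at 12 h in the arrays labelled DEX: *HOX9* with a log2 fold change of -1.50 (SE 0.12, adjusted p = 1.48e-06) in limma, *HOX33* with -1.16, *HOX32* with -0.95 and *HOX10* with -0.84 (adjusted p = 0.00370 from camera and 0.228 with an estimated correlation). Of 6 *YABBY* genes, 4 fell and 2 rose, *YAB1* among the falls and *YAB4* with 2.08 among the rises (adjusted p = 0.630 from camera and 0.641 with an estimated correlation). Of 7 *KNOX* genes, 3 fell and 2 rose (3 and 3 when adjusted over the list alone); *OSH15* had -0.93 and *HOS59* had 1.36 (adjusted p = 0.672 from camera and 0.810 with an estimated correlation). Type-A response regulators had 3 of 5 members lower at 12 h, *RR2* with -1.42 (SE 0.10, adjusted p = 5.37e-07) and *RR1* with -1.34 (adjusted p = 0.0478 from camera and 0.148 with an estimated correlation). This list call was lost after quantile normalization (adjusted p = 0.0568) and without replicate 1 or 3 of the mock group at 3 h, replicate 1 of the DEX group at 3 h, replicate 1 or 3 of the mock group or replicate 3 of the DEX group at 12 h (0.0510 to 0.0723). It was also lost with the dim filters at the 25th percentile (0.0865) and the median (0.199) and in a fit of only the 6 arrays of 12 h (0.0630). The same held with the replicate number as a block (0.0616) and with 1 row per gene (0.109). Of 4 type-B regulators, which are activators of the cytokinin response, 2 fell and 1 rose (adjusted p = 0.744 from camera and 0.806 with an estimated correlation), and of 3 genes of cytokinin oxidases 1 fell, *CKX4* with -0.60 (adjusted p = 0.806 from camera and 0.811 with an estimated correlation). Of 42 genes of auxin response, 14 rose and 13 fell, *GH3-8* and *SAUR39* (2.03) among the rises and *ARF5* and *IAA10* among the falls; its median of 0.02, its mean of -0.08 and the downward direction in fry differ in sign (adjusted p = 0.672 from camera and 0.806 with an estimated correlation). Of 5 genes of gibberellin, 3 rose and 1 fell, *GID1*, the receptor gene, with 1.48 and *GA20OX3* with -1.55 (adjusted p = 0.161 from camera and 0.270 with an estimated correlation), and of 9 genes of ethylene 4 rose and 2 fell, with *ACS1* at 1.60 and *ACO1* at 1.30 (adjusted p = 0.221 from camera and 0.276 with an estimated correlation).

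All 6 genes of photosynthesis, which S6 Fig lists among its GO terms, fell (median log2 fold change -2.07; adjusted p = 4.89e-05 from camera and 0.0302 with an estimated correlation), *OEE3* of photosystem II with -2.53 (SE 0.08, adjusted p = 4.36e-09). Of 5 genes of the circadian clock 4 fell, *PRR37* with -1.57 and *PRR95* with -0.80 (adjusted p = 0.0478 from camera and 0.279 with an estimated correlation). The list call was lost after median centring (adjusted p = 0.0613), after quantile normalization (0.135), and without replicate 1 or 3 of the mock group or 1 or 2 of the DEX group at 3 h, or replicate 2 or 3 of either group at 12 h (0.0508 to 0.0879). It was also lost with the dim filters at the 25th percentile (0.0933) and the median (0.218) and with 1 row per gene (0.109). The same held in a fit of only the 6 arrays of 12 h (0.0630) and with the replicate number as a block (0.0515). Of 31 genes of expansins and xyloglucan enzymes, 10 rose and 4 fell, *EXPB6* and *EXPB11* among the rises and *EXPA6* with -2.50 among the falls (adjusted p = 0.00212 from camera and 0.0523 with an estimated correlation). Of 16 genes of the secondary wall, 5 rose and 1 fell (6 and 1 when adjusted over the list alone), the laccase gene *LAC1* with 2.33 (adjusted p = 0.0362 from camera and 0.236 with an estimated correlation). This list holds mostly laccase genes, taken in by their family name, so it mainly describes that family. Whether each laccase acts in the secondary wall was not tested. The list did not pass after quantile normalization (0.0595) or without replicate 3 of the mock group at 12 h (0.0890). It also failed with the dim filters at the 25th percentile (0.0727) and the median (0.784) and with 1 row per gene (0.109). Of 21 genes of RNA silencing, 11 fell and 3 rose: *AGO4A* and *MEL1* fell by 1.30 and 1.28, and *AGO18* and *DCL2A* rose by 2.80 and 1.69 on the log2 scale (adjusted p = 0.221 from camera and 0.509 with an estimated correlation). Of 21 cytochrome P450 genes, 7 rose and 3 fell, *CYP90B2* of brassinosteroid synthesis with 2.59 and *CYP734A6* with -1.37 (adjusted p = 0.0593 from camera and 0.242 with an estimated correlation; 0.0476, 0.0470 and 0.0411 without replicate 2 of the mock group and replicates 1 and 3 of the DEX group at 12 h). Of 10 peroxidase genes 3 rose and 4 fell (adjusted p = 0.840 from camera and 0.838 with an estimated correlation), of 8 vacuole genes 2 rose and 1 fell, *TIP1-1* with -1.18 (adjusted p = 0.553 from camera and 0.641 with an estimated correlation), of 3 genes of cuticle and epidermis 2 rose and 1 fell, *LTP* with 2.50 (adjusted p = 0.260 from camera and 0.509 with an estimated correlation), and of 5 seed storage genes 1 fell (adjusted p = 0.744 from camera and 0.810 with an estimated correlation); the median and mean of the vacuole list, and the median of the seed storage list and its direction in fry, differ in sign.

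Mock at 12 h against mock at 3 h gave 0 rows at an adjusted p under 0.05 in limma, with 5614 rows (10.2%) at an unadjusted p under 0.05. DEX against mock at 3 h gave 3356 rows (6.11%) at that unadjusted limit. The arrays of the mock groups did not overlap between the times in 18.8% of rows, above the share that chance gives. For DEX against mock at 3 h it was 10.7%. A broad change with time is therefore not shown to be absent. At the fold limit of 2.0 and p limit of 0.01, 36 rows were higher and 38 lower at 12 h. Of 35 lists, that of DNA replication shifted downward (adjusted p = 0.0392 from camera), with no member past the adjusted p; it did not pass with an estimated correlation, and this shift was not repeated under the alternatives.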
